# RNA sequencing profiling of mRNAs, long noncoding RNAs, and circular RNAs in Trigeminal Ganglion following Temporomandibular Joint inflammation

**DOI:** 10.3389/fcell.2022.945793

**Published:** 2022-08-16

**Authors:** Xiaojun Liu, Chenchen Zhao, Yupeng Han, Ruixia Feng, Xiaona Cui, Yaoyao Zhou, Zhisong Li, Qian Bai

**Keywords:** temporomandibular joint disorders, circRNAs, lncRNAs, mRNAs, trigeminal ganglion

## Abstract

Patients with temporomandibular joint disorders (TMD) have high levels of inflammatory pain-related disability, which seriously affects their physical and mental health. However, an effective treatment is yet to be developed. Both circular RNAs (circRNAs) and long noncoding RNAs (lncRNAs) contribute to regulating pain conduction. In our current study, we report the expression profiles of circRNAs, lncRNAs, and mRNAs in the trigeminal ganglion (TG) associated with complete Freund’s adjuvant (CFA)-induced TMD inflammation pain. The collected TGs from the experimental (CFA) and control (saline) groups were processed for deep RNA sequencing. Overall, 1078,909,068 clean reads were obtained. A total of 15,657 novel lncRNAs were identified, where 281 lncRNAs were differentially expressed on CFA3D and 350 lncRNAs were differentially expressed on CFA6D. In addition, a total of 55,441 mRNAs and 27,805 circRNAs were identified, where 3,914 mRNAs and 91 circRNAs were found differentially expressed, between the CFA3D and saline groups, while 4,232 mRNAs and 98 DE circRNAs were differentially expressed between the CFA6D and saline groups. Based on functional analyses, we found that the most significant enriched biological processes of the upregulated mRNAs were involved in the immunity, neuron projection, inflammatory response, MAPK signaling pathway, Ras signaling pathway, chemokine signaling pathway, and inflammatory response in TG. Further analyses of Gene Ontology and the Kyoto Encyclopedia of Genes and Genomes pathway suggest the involvement of dysregulated genes in the pain occurrence mechanism. Our findings provide a resource for expression patterns of gene transcripts in regions related to pain. These results suggest that apoptosis and neuroinflammation are important pathogenic mechanisms underlying TMD pain. Some of the reported differentially expressed genes might be considered promising therapeutic targets. The current research study revealed the expression profiles of circRNAs, lncRNAs, and mRNAs during TMD inflammation pain and sheds light on the roles of circRNAs and lncRNAs underlying the pain pathway in the trigeminal system of TMD inflammation pain.

## Introduction

Noncoding ribose nucleic acids (ncRNAs) comprise several groups: small ncRNAs, including microRNAs (miRNAs <200 nucleotides), long noncoding RNAs (lncRNAs >200 nucleotides), and circular RNAs (circRNAs, consisting of a closed continuous loop) (Cech and Steitz, 2014). These ncRNAs are thought to be emerging key regulators of gene expression under pathological and physiological conditions in various pain types such as neuropathic pain (Kalpachidou et al., 2020), inflammatory pain (Sun et al., 2018), osteoarthritis pain (Yang et al., 2021), and myofascial pain syndrome (Jin et al., 2020). However, the genome-wide expression and the functional roles of circRNAs and lncRNAs in temporomandibular joint disorder (TMD) inflammation pain and underlying molecular mechanisms are yet to be unveiled and described systematically. Thus, investigating the expression profiles of circRNAs, lncRNAs, and mRNAs in the aspects of comprehensive forecasting and lncRNAs’ analysis, associated with progression of TMD pain, is essential to develop effective treatment strategies and prevent progression of this troublesome disorder. Here, we analyzed and predicted lncRNAs of the trigeminal ganglion (TG) following complete Freund’s adjuvant (CFA)-TMJ injection–induced inflammation pain using RNA sequencing techniques. Our findings provide baseline data for the development of novel therapeutic and diagnostic targets for TMD pain.

## Methodology

### Animal preparation

We performed experiments on 8-week-old male C57BL/6 mice (25–28 g), which were purchased from Zhengzhou Animal Experiment Center (Henan, China). Mice were housed in cages under a 12-h light/12-h dark cycle and provided with food and water *ad libitum*. All the mice were acclimatized for a period of 7 days prior to experimental procedures. All the procedures were carried according to the guidelines of the International Association for the Study of Pain and approved by the Animal Care and Use Committee of Zhengzhou University.

### Injection (Intra-TMJ)

The experimental group of mice received intra-TMJ injection of CFA (10 μl, 5 mg/ml, Chondrex, Inc.), while the control group received saline (10 μl) under isoflurane anesthesia. Both CFA and saline were injected unilaterally into the superior joint space of the TMJ according to our previously published protocol (Bai et al., 2019).

### Orofacial mechanical hypersensitivity test

The orofacial mechanical hypersensitivity was tested using calibrated von Frey filaments before and after intra-TMJ injection. In this test, mice were placed into a 10-cm-long restraining Plexiglas cylinder, where they were able to poke their heads and forepaws out but unable to turn around. After a 5-min acclimation period, we applied the filament to the skin areas innervated by trigeminal nerve V2 and V3 branches. Each filament was applied for 1–2 s, five times, and with a 10-s interval to the innervated skin area. This procedure was started from the lowest force of filament (0.08 g) in ascending order. A positive response was noted based on sharp withdrawal of the head in response to stimulation, and the threshold of the head withdrawal was calculated (Bai et al., 2019).

### Tissue collection and RNA extraction

Tissues were collected from both the experimental and control groups of mice. In brief, unilateral punches were taken from the TG such that for each region punches were pooled from three mice per sample. Thus, a total of nine were needed for each treatment group. The samples were then processed for total RNA extraction using Trizol (Takara Biomedical Technology Beijing, China) following the instructions from the manufacturer. The extraction process was followed by RNA purification using the RNeasy Micro Kit 50 (cat. 74004, Qiagen). The concentration of purified RNA was measured using a NanoDrop 2000 Spectrophotometer (Thermo Nanodrop ONE, Beijing, China), and the quality of the sample was evaluated [A260/280 (1.97–2.08) and RNA integrity numbers (RINs, 7.5–8.4)].

### RNA sequencing

The extracted total RNA was processed for rRNA depletion using the Ribo-Zero rRNA Removal (Human/Mouse/Rat) Kit (Illumina, San Diego, CA, United States). Using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina), strand-specific RNA libraries were generated without poly-A selection, according to the manufacturer’s guidelines. Then, RNA-seq was performed on the Illumina Nova 6,000 plate High Output Model (Illumina, San Diego, United States) with over 1,087 M reads per lane.

### Bioinformatics analysis

The data were further analyzed using bioinformatics programs. The samples (CFA3D and CFA6D) were subjected to differential gene expression analysis (transcript expression analysis, circRNA expression analysis, and lncRNA expression analysis) after multiplexing and sequencing. For the quality assurance, sequences were trimmed using Trimmomatic 0.32 followed by mapping the data to the musculus genome sequence (version GRCm38.72). To determine the expression levels of each gene, gene hit counts and reads were calculated within the CLCbio software environment (CLC Genomics Workbench 7.0.2, CLC genomics Server). By using bigwig files (converted from bam files), mapped reads were visualized on the UCSC browser, and differentially expressed mRNAs were identified (cutoff of *p* < 0.05). OmicShare (GENE DENOVO) was utilized to generate heatmaps, while the functional analysis of differentially expressed mRNAs was done with the help of the Comparative Toxicogenomics Database and Gene Cards database. The differentially expressed mRNAs were mapped to genes related to pain and emotion. The differentially expressed genes (DEGs) were also compared with neuroinflammation (inflammation and immunity) and apoptosis-related genes. A Venn diagram was used for the comparisons of DEGs.

### Functional enrichment analysis

For the function analysis of DEGs, overall, 3,914 and 4,234 differentially expressed mRNAs (from the TG on CFA3D and CFA6D, respectively) were categorized using KEGG pathway analysis and Gene Ontology analysis (Su et al., 2021). In order to predict the role of differentially expressed lncRNAs, we applied Gene Ontology (GO) annotations and KEGG pathways analyses.

### Quantitative real-time RT-PCR

The results from RNA sequence analysis were verified using q-PCR. The Total RNA extracted (described above) was treated with DNase I (New England Biolabs, Ipswich, MA, United States), and then reverse transcribed using Revert Aid First Strand cDNA Synthesis Kit (Thermo) following the instructions from manufacturer. A 2 µl template was amplified PCR (Sangon Biotech, Shanghai, China) (primers are shown in Supplementary Table S1). For the reaction, the volume of each sample (triplicate) was 20 µl containing 250 nM primers (forward and reverse), 10 µl SYBR Green qPCR Master Mix (2×; Thermo Scientific Maxima SYBR Green qPCR Master Mix, Rox solution provided), and 20 ng cDNA. The implementing the reactions, a 7,500 Fast Real-Time PCR Detection System (Applied Biosystems, United States) was used. The conditions for thermal cycler were: incubation at 95°C for 3 min followed by 40 cycles (95°C for 10 s), 60°C for 30 s, and 72°C for 30 s). The ratios were calculated (CFA mRNA levels to saline mRNA levels) using Ct method (2−ΔCt) by normalizing all data to GAPDH.

### Protein–protein interaction network construction

Using the STRING database (version: 11.0), we elucidated the connections between the differentially expressed encoding genes by predicting the interaction among the significant DEGs. Then, using the Cytoscape program (version: 3.6.0), we established networks after screening the top 50 DEGs with the highest correlation degree.

### ceRNA network construction

miRNA–lncRNA–mRNA networks and miRNA–circRNA–mRNA networks were established. ceRNA network analysis (miRNA‐lncRNA‐mRNA): In case of miRNAs, the differentially expressed miRNAs and their differentially expressed target mRNAs and lncRNAs, were analyzed. Pearson correlation coefficient was calculated and significance *p* value between mRNA and lncRNA expression was determined. Moreover, *p* value of the hypergeometric test was determined for the number of miRNAs combined with lncRNAs when comparison of two sample groups without duplication was needed. For differentially expressed mRNAs and lncRNAs, the ceRNA regulatory network was constructed by using the same direction of differential expression (generally positive correlation); otherwise, it was constructed between multiple groups or between repeated samples, based on *p* value ≤ 0.05 and PPC ≥ 0.5 (generally positive correlation). ceRNA regulatory network was constructed. The top 10 miRNAs and their target genes were displayed according to their respective network degrees of mRNA and lncRNA. ceRNA network analysis (miRNA–circRNA–mRNA): If the differential miRNAs are included, the differentially expressed miRNAs and their differentially expressed target mRNAs and circRNAs are calculated; otherwise, the mRNA and circRNA expressions are calculated for all miRNAs and their differentially expressed target mRNAs and circRNAs. The Pearson correlation coefficient was calculated and *p* value between the quantities (miRNAs sequence of the mRNA and the circRNA sequence) was determined. Moreover, *p* value of the hypergeometric test was determined in case of differentially expressed mRNA of two different sample groups. For lncRNA, the ceRNA regulatory network is constructed with the same direction of differential expression (generally positive correlation); otherwise, the ceRNA regulatory network is constructed between multiple groups or between repeated samples according to both *p* value ≤ 0.05 and PPC ≥ 0.5 (generally positive correlation). The top 10 miRNAs and their target genes were displayed according to their respective network degrees of mRNA and circRNA, including the number of miRNAs that are bound together by mRNA–circRNA pairs, the Pearson coefficient of differential expression or expression level correlation, and the *p* value.

### Statistical analysis

All data were organized after random collection and expressed as mean ± SEM. Statistical analysis was performed using the relevant tests including two-tailed, unpaired Student’s t-test, and one-way/two-way ANOVA accordingly. The *post hoc* Tukey method was employed for pairwise comparisons between means in case ANOVA showed a significant difference. Values of *p* < 0.05 were considered statistically significant. The GraphPad Prism 8.0 software was used for this analysis.

## Results

### Temporomandibular joint disorders lead to nociceptive hypersensitivities

Consistent with our previous study (Bai et al., 2019), the intra-TMJ injection of CFA showed mechanical allodynia, as depicted in Figure 1, post-surgery on the ipsilateral side in comparison with the contralateral side. CFA-induced maxillofacial pain in mice lasted for at least 9 days. In this study, we selected two time points, the third day (CFA3D) of the acute phase and the sixth day (CFA6D) of the progressive phase, for sequencing analysis validation.

**FIGURE 1:**
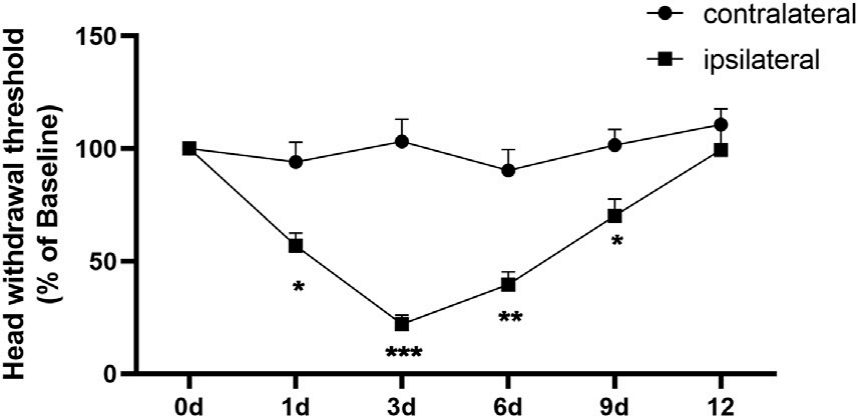
Complete Freund’s adjuvant (CFA)-induced TMJ inflammation. Unilateral injection of CFA robustly decreased head withdrawal threshold in ipsilateral side of trigeminal nerve branch-innervated facial skin area. n = 9 mice/group. *p < 0.05, **p < 0.01, and ***p < 0.001 versus the corresponding contralateral side using two-way ANOVA.

### RNA-seq and genome-wide read mapping in the trigeminal ganglion after temporomandibular joint disorders

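Total RNA from the trigeminal ganglion (TG) was sequenced in 9 libraries, of which 3 came from mice injected with saline into the TMJ (saline replicates 1 to 3), 3 from mice on day 3 after CFA injection (CFA3D replicates 1 to 3) and 3 from mice on day 6 (CFA6D replicates 4 to 6). Each library was a pool of TG tissue from 3 mice, so n = 3 pools per group throughout. The injected volume was 10 µl, with CFA at 5 mg/ml. The sample labels place the saline libraries on day 3, and the paper's text gives no day for them. The paper's methods describe depletion of ribosomal RNA, stranded libraries, trimming with Trimmomatic and mapping to GRCm38. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments) per transcript and library, for 102122 mRNA transcripts, 15657 lncRNA transcripts and 24718 other noncoding transcripts. The methods name CLC Genomics Workbench for expression levels, as gene hit counts and reads, and do not mention FPKM. Gene names, positions and lengths were taken from GENCODE release 21 for mouse (GRCm38), which held 101539 of the mRNA transcripts and 15370 of the lncRNA transcripts.
The FPKM tables carry no read counts, but low FPKM values times transcript length pile up at a step that gives the worth of 1 read pair in each library. By this measure 30.69, 30.0 and 40.19 M read pairs stood behind saline replicates 1, 2 and 3. The CFA3D libraries had 42.2, 39.49 and 36.03 M, and the CFA6D libraries 39.37, 37.74 and 37.94 M. The group sums were 100.88, 117.72 and 115.05 M read pairs. The paper's text gives raw reads per group instead, and the values reported here rest on the read pairs behind the FPKM. In a transcript of 1 kb, 1 read pair was worth between 0.0237 and 0.0333 FPKM, and values below 1 read pair also occur in the tables. A transcript listed at 0 can still be present below this level.

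**Figure D1:**
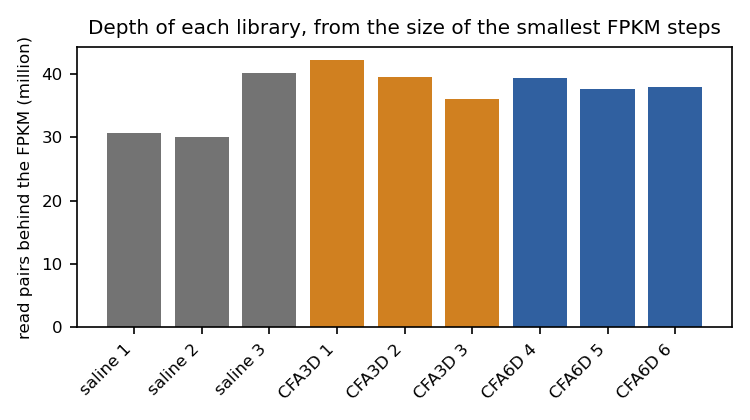
Read pairs (M) behind the FPKM values of each library, with a bar per library, coloured by group. Saline replicates 1 and 2, at 30.69 and 30.0 M, lie below the other libraries.

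Transcripts with a mean of at least 0.1 FPKM over the 9 libraries were tested, which left 66562 mRNA, 5672 lncRNA and 7989 other noncoding transcripts. All libraries entered a single fit of log2(FPKM + 0.1) in limma, so that the 3 groups shared an estimate of the spread. A transcript was called differentially expressed at an unadjusted p under 0.05, the paper's cutoff, together with a log2 fold change of at least 1 in size. Benjamini-Hochberg adjusted p-values are given beside the calls. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low transcripts. Because the paper names genes and the tables list transcripts, the FPKM of all transcripts of a gene in the same table were also added up (gene sum), and 16110 gene sums of the mRNA table were tested in the same way.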

RNA-seq resulted in over 320 million (M) reads in each group (325.74 M in saline, 386.46 M on CFA3D, and 375.02 M on CFA6D) with 1,087,219,896 raw reads, produced from the platform of Illumina HiSeq 6000. Overall, 1,078,909,068 clean reads were obtained after abandoning adaptor sequences and low-quality sequences. The percentage of clean reads ranged from 99.10% to 99.33% in each library among raw data. As a result of screening using four analytic tools (PLEK, CPAT, CNCI, and CPC), a total of 146 new predicted lncRNAs from the TG of mice were identified (Figure 2A). 

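The lncRNA table lists 146 predicted transcripts. Of these, 99 were above 0 FPKM in all 9 libraries and 143 reached a mean of 0.1 FPKM, with a median mean of 2.13 FPKM. At an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, 5 of them were called on CFA3D and 3 on CFA6D.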

Our analysis further revealed that 146 lncRNAs were composed of 72 (49.3%) long intergenic noncoding RNAs (lincRNAs) and 35 (24%) antisense lncRNAs, 35 (24%) intronic lncRNAs, and 4 (2.7%) bidirectional lncRNAs (Figure 2B). We compared the genomic architecture between new predicted lncRNAs, known lncRNAs, and mRNAs. The transcript length distribution in mRNAs and lncRNAs are displayed in Figure 2C, and the numbers of exons in the mRNAs and lncRNAs are displayed in Figure 2D.

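The 101539 mRNA transcripts matched to the annotation had a median length of 1274 bp (quartiles 658 and 2790 bp) and a median of 5 exons. The 15370 matched lncRNA transcripts had a median length of 793 bp (quartiles 524 and 1528 bp) and a median of 3 exons. Transcripts with 1 or 2 exons made up 19.2% of the mRNAs and 43.7% of the lncRNAs, and transcripts with at least 10 exons made up 23.1% and 0.787%. The predicted lncRNAs have no length in this annotation and were left out of these values.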

**FIGURE 2:**
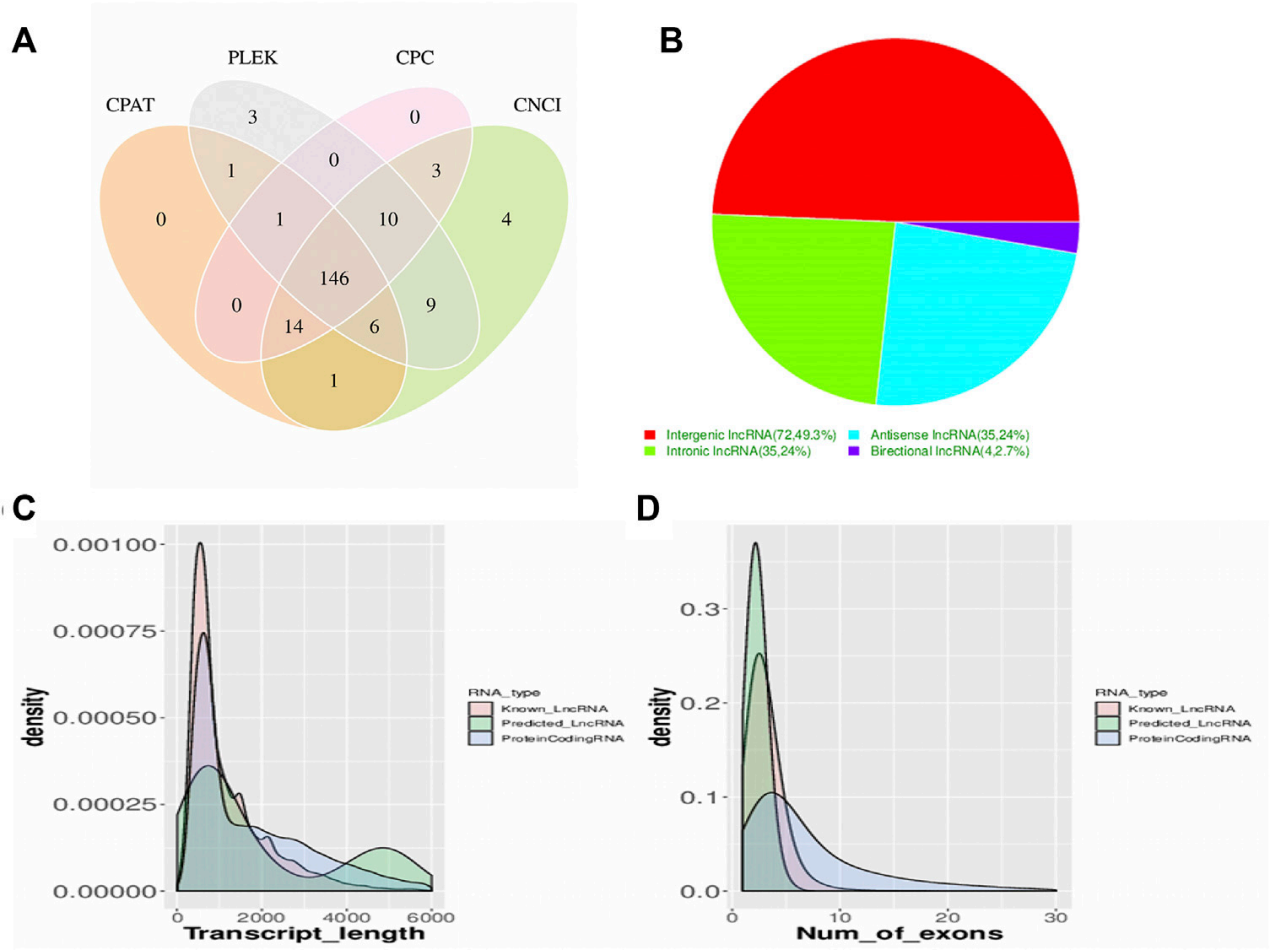
Screening and classification of the candidate long noncoding RNAs (lncRNAs) in mice trigeminal ganglion transcriptome. **(A)** a Venn diagram of coding potential analysis according to strict criteria. Four tools (CPC, CNCI, PFAM, and PhyloCSF) were used to analyze the coding potential of lncRNAs. Those simultaneously shared by four analytical tools were designated as candidate lncRNAs and used in subsequent analyses. **(B)**. classification of the four subtypes of lncRNAs. **(C)**. the distribution of transcript lengths in the mRNAs and lncRNAs are displayed, the horizontal axis of indicates the length of transcripts, and the vertical axis represents density. **(D)**. the number of exons in the mRNAs and lncRNAs are displayed.

### Altered expression profiles of mRNAs, circular RNAs, and long noncoding RNAs in the trigeminal ganglion after temporomandibular joint disorders

The robust changes in gene expression of mRNAs, lncRNAs, and circRNAs within the TG were observed after CFA-TMJ injection. 

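On CFA3D, 1455 of the 66562 tested mRNA transcripts were called, 797 upregulated and 658 downregulated. On CFA6D, 1710 were called, 980 upregulated and 730 downregulated. With Benjamini-Hochberg adjustment in limma, 17 transcripts on CFA3D (12 upregulated) and 13 on CFA6D (9 upregulated) had an adjusted p under 0.05. An unadjusted p under 0.05 alone was reached by 3112 transcripts on CFA3D and 4531 on CFA6D, where 3328 would be reached by chance. The saline and CFA libraries did not overlap in 9.48% of the transcripts on CFA3D and 12.2% on CFA6D, against the 10% that chance gives for 3 libraries against 3. With a pseudocount of 1 in place of 0.1, the number of calls was 248 on CFA3D and 303 on CFA6D.
Of the called transcripts, 1430 on CFA3D and 1671 on CFA6D belong to genes with several transcripts in the table. In 93.8% and 83.9% of these, the gene sum changed by less than 0.5 on the log2 scale. The median size of the log2 change was 1.51 for the CFA3D transcripts and 0.12 for their gene sums, and on CFA6D it was 1.47 and 0.19. Among gene sums, 55 of 16110 were called on CFA3D (12 upregulated, 43 downregulated) and 96 on CFA6D (65 upregulated, 31 downregulated). None had an adjusted p under 0.05, while 717 on CFA3D and 1782 on CFA6D had an unadjusted p under 0.05, where 806 would by chance. The libraries did not overlap in 9.13% and 16.2% of the gene sums, against 10% by chance. Simulated unchanged groups gave a median of 116 gene sum calls on CFA3D and 116.5 on CFA6D, more than the real groups. Regrouping the same libraries at other splits of 3 against 3 gave 27 to 81 calls on CFA3D and 63 to 222 on CFA6D. The simulated CFA3D median lay above all of the CFA3D splits, so it does not show fewer changes than chance gives. Without CFA6D replicate 6, 159 gene sums were called on CFA6D, 52 upregulated and 107 downregulated. On CFA3D, 108 gene sums were called without saline replicate 3.
The transcripts with the largest changes among those with an adjusted p under 0.05 and no overlap were taken from each comparison. On CFA3D, ENSMUST00000141572 of D130043K22Rik was listed at 0 in the saline and CFA6D libraries, with 3.96, 4.71 and 3.86 FPKM on CFA3D (adjusted p = 0.00016), while its gene sum changed by 0.17. On CFA6D, ENSMUST00000100850 of 1500011B03Rik had 6.55, 5.53 and 4.82 FPKM in saline and 0.106, 0.126 and 0.106 FPKM on CFA6D, a log2 fold change of -4.74 (adjusted p = 5.44e-05), while its gene sum changed by -0.18. Among gene sums, those with the smallest p were Gm10800 (1.07), Hist2h3c1 (-3.12) and C130060K24Rik (-1.39) on CFA3D, and Arid5b (1.13, adjusted p = 0.0732), Ddit4 (1.66, adjusted p = 0.0732) and Sik1 (1.34, adjusted p = 0.0835) on CFA6D.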

An approximate of 3,914 (1,704 upregulated and 2,210 downregulated) and 4,234 (2,304 upregulated and 1,930 downregulated) mRNAs were significantly changed in the TG on CFA3D and CFA6D, respectively (Figures 3A,Bfig3). Coexpression patterns for DEGs across CFA3D and CFA6D were further determined by applying a Venn diagram. To characterize the coexpression of genes, analysis was conducted by comparing upregulated and downregulated mRNAs, lncRNAs, and circRNAs in the TG at CFA3D and CFA6D. There are 616 upregulated mRNAs and 620 downregulated mRNAs on both CFA3D and CFA6D (Figures 3C,Dfig3). 

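In the FPKM tables, 282 mRNA transcripts were called upregulated and 177 downregulated on both days, 459 in all, and 3 were called in opposite directions. Both comparisons use the same saline libraries, so some overlap arises without any effect of CFA. In 100 simulations of unchanged groups against the same controls, the number shared in direction had a median of 354 and ranged from 303 to 422. The log2 fold changes of the days were correlated across transcripts with r = 0.509, against a simulated median of 0.500 (0.480 to 0.514); transcripts are not independent replicates, and the simulation treats them as if they were. Leaving out a library at a time moved the shared number between 388 and 739, the latter without saline replicate 3. Among gene sums, 3 were called upregulated and 8 downregulated on both days, 11 in all, against a simulated median of 27 (13 to 45). Their correlation between the days was 0.399, below every simulated value (median 0.501, 0.458 to 0.549). The simulation called more gene sums on CFA3D, by its median, than any other split of the real libraries. The lower shared number therefore does not show less sharing than chance gives.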

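Of the 5672 lncRNA transcripts tested, 99 were called on CFA3D, 40 upregulated and 59 downregulated. On CFA6D, 143 were called, 69 upregulated and 74 downregulated. No lncRNA transcript had an adjusted p under 0.05 in limma against saline on either day. At an unadjusted p under 0.05 alone there were 228 on CFA3D and 382 on CFA6D, with 284 given by chance. Transcripts whose saline and CFA libraries did not overlap made up 8.27% and 11.8%, with 10% given by chance. A pseudocount of 1 left 5 and 8 calls.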

Besides, approximately 281 (117 upregulated and 164 downregulated) and 350 (176 upregulated and 174 downregulated) lncRNAs were significantly altered in the TG on CFA3D and CFA6D, respectively (Figures 2E,F). 

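On both days together, 15 lncRNA transcripts were called upregulated and 15 downregulated in the FPKM table. Simulated unchanged groups against the same saline libraries shared a median of 24.5, ranging from 10 to 41. The 30 shared transcripts became 19 when each fit held only the libraries of the groups compared, and 61 without saline replicate 3. Of the 20 lncRNAs in Supplementary Table 1, 8 had summed transcripts with a mean of at least 0.1 FPKM. Among these 8, AI847159 rose most, from 0.108 ± 0.0214 FPKM in saline (SD, n = 3) to 0.289 ± 0.0627 on CFA3D and 0.289 ± 0.226 on CFA6D, with log2 fold changes of 0.89 and 0.76. The other 7 changed by 0.11 and 0.06 (A230056P14Rik), 0.06 and -0.15 (9530082P21Rik), 0.19 and -0.29 (Gm14207), 0.56 and 0.45 (Gm10640), -0.49 and -0.62 (BC002059), 0.10 and -0.40 (Gm11837) and 0.32 and -0.07 (4632427E13Rik). No adjusted p was under 0.05 in limma. Single transcripts of A230056P14Rik, AI847159 and BC002059 were called on both days in the paper's direction. These were ENSMUST00000149506 (1.73 and 1.77), ENSMUST00000141786 (1.42 and 1.44) and ENSMUST00000071374 (-2.85 and -2.76). The smallest of their adjusted p-values was 0.340 in limma. ENSMUST00000071374 held 0.0106, 1.89 and 1.79 FPKM in saline replicates 1, 2 and 3, so its decrease rested on saline replicates 2 and 3. The other tested transcript of A230056P14Rik changed by -0.06 and -0.15. Those of BC002059 rose by 0.40 and 0.23 and by 1.18 and 1.07. Single libraries decided several of the summed values. AI847159 was at 0.32 on CFA6D without CFA6D replicate 4. On CFA3D, the sign turned for A230056P14Rik (-0.01 without CFA3D replicate 1), 9530082P21Rik (-0.08 without CFA3D replicate 2), Gm14207 (-0.27 without saline replicate 2) and Gm11837 (-0.13 without saline replicate 3). On CFA6D it turned for 4632427E13Rik (0.18 without saline replicate 1). Gm10640 was at 0.23 on CFA3D without CFA3D replicate 1, BC002059 at -0.83 on CFA3D without saline replicate 1 and 4632427E13Rik at 0.11 on CFA3D without saline replicate 3. Without saline replicate 1, Gm11837 was at -0.06 and BC002059 at -0.96 on CFA6D. Also on CFA6D, Gm14207 was at -0.11 without CFA6D replicate 5 and -0.75 without saline replicate 2, Gm10640 at 0.19 without CFA6D replicate 4, 9530082P21Rik at -0.06 without CFA6D replicate 6 and A230056P14Rik at 0.0058 without saline replicate 3.
A mean under 0.1 FPKM left 10 of the 20 untested. Their highest libraries in saline, CFA3D and CFA6D held 0, 0.0814 and 0.0864 FPKM (Gm3455), 0, 0.198 and 0.270 (Gm15872), 0.0229, 0.184 and 0.121 (Runx2os1), 0, 0.0656 and 0.147 (Gm32591), 0.197, 0.0453 and 0.123 (Wbscr25), 0.0681, 0 and 0 (Gm33466), 0.0857, 0 and 0.0605 (Gm26671), 0.0149, 0 and 0 (Gm42765), 0.1203, 0 and 0 (Gm44785) and 0.136, 0.0598 and 0.0439 (Gm16555). AC154257.1 and RMST_1 could not be matched by name and were not analysed here.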

There are 30 upregulated and 35 downregulated lncRNAs on both CFA 3D and CFA6D (Figures 3G,Hfig3). What is more, 91 (39 upregulated and 52 downregulated) and 98 (54 upregulated and 44 downregulated) circRNAs were significantly altered in the TG on CFA3D and CFA6D, respectively (Figures 3I,Jfig3). There are five upregulated and six downregulated lncRNAs on both CFA 3D and CFA6D (Figures 3K,L). The clustered heatmaps of DE mRNAs (Figure 3M,Pfig3), DE LncRNAs (Figures 3N,Qfig3), and DE circRNAs (Figures 3O,R) revealed distinct gene expression patterns after TMD on CFA3D and CFA6D. 

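Across the gene sums, the first principal component of the 9 libraries took 29.0% of the variance and the second 18.4%. On the first, CFA6D replicate 6 lay at 66.4 and the other libraries between -21.4 and 3.68. On the second, saline replicate 3 lay at -45.8 and the others between -13.3 and 29.6. Neither component parted the saline, CFA3D and CFA6D libraries into separate ranges. The correlation between libraries across genes was lowest between saline replicate 3 and CFA6D replicate 6, at 0.943, and highest between CFA3D replicates 1 and 2, at 0.986.
A direct comparison of the days gave 1482 called mRNA transcripts, 782 higher and 700 lower on CFA6D than on CFA3D, of which 10 had an adjusted p under 0.05 in limma. A transcript of Cdip1, ENSMUST00000117713, was among them, with 1.22, 5.17 and 4.45 FPKM on CFA3D and listed at 0 in all other libraries. Among gene sums, 126 were called, 103 higher and 23 lower on CFA6D, and 0 had an adjusted p under 0.05, with 1193 at an unadjusted p under 0.05. Arid5b was higher on CFA6D by 1.24 (adjusted p = 0.130), Ddit4 higher by 1.62 (adjusted p = 0.166) and Fam131b lower by 1.22 (adjusted p = 0.130). Both CFA days together against saline gave 1237 called transcripts, 719 upregulated and 518 downregulated, with 16 at an adjusted p under 0.05, and 1963 called without saline replicate 3.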

We compared all the genes in the saline group with those in the CFA3D group and CFA6D group together and demonstrated our findings in a heatmap (Supplementary Figure S1). DE genes had an increased or decreased expression on both CFA3D and CFA6D, indicating that these consistently upregulated or downregulated genes play a very important role in TMD pain. The detailed genes are listed in Supplementary Table S1.

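Supplementary Table 1 names 20 mRNAs. For each, the transcript of the gene whose values lay nearest to those of the table was taken, and for 17 of them the log2 of (approximate reads + 1) of that transcript came within 0.1 of the paper's value on both days; since the transcript was chosen by its closeness, this match is partly by selection. In 8 of the 20, the transcript was listed at 0 in all saline libraries, and in 9 it was listed at 0 in all 6 CFA libraries. In 14, a group with expression held 1 or 2 libraries listed at 0. Of the 19 transcripts that could be tested, 16 on CFA3D and 14 on CFA6D had an unadjusted p under 0.05, and 3 on each day had an adjusted p under 0.05 in limma.
These 3 were transcripts of Tnpo3, Sbf1 and Trappc1. ENSMUST00000115251 of Tnpo3 (chromosome 6, 29540827 to 29609607, minus strand) had 0.0128, 0.0249 and 0.0269 FPKM in the saline libraries and between 4.64 and 5.86 FPKM in the 6 CFA libraries, a log2 fold change of 5.42 on CFA3D (adjusted p = 2.64e-05) and 5.39 on CFA6D (adjusted p = 2.72e-05). ENSMUST00000175778 of Sbf1 (chromosome 15, 89288287 to 89294297, minus strand) was listed at 0 in every saline library, with 3.62, 4.70 and 3.61 FPKM on CFA3D (adjusted p = 0.000183) and 1.95, 3.51 and 2.33 FPKM on CFA6D (adjusted p = 0.000315). ENSMUST00000108662 of Trappc1 (chromosome 11, 69324157 to 69325793, plus strand) had 2.48, 2.99 and 3.28 FPKM in saline and was listed at 0 in every CFA library (adjusted p = 0.000216 on CFA3D). ENSMUST00000102605 of Per1 was listed at 0 in saline and in CFA3D replicate 1, with 8.89 and 4.80 FPKM in the other CFA3D libraries and 16.8, 18.5 and 20.9 FPKM on CFA6D.
The gene sums moved less. They changed by less than 0.5 on the log2 scale on both days for 16 of the 20 mRNAs, and none had an adjusted p under 0.05. The Sbf1 sum was 26.6 ± 1.28 FPKM in saline (SD, n = 3), 33.0 ± 3.63 on CFA3D and 31.4 ± 1.92 on CFA6D. That of Trappc1 was 28.7 ± 1.31, 32.8 ± 5.38 and 28.2 ± 1.25 FPKM. Among the other genes listed as upregulated, the sums changed on CFA3D and CFA6D by -0.09 and -0.14 (Tnpo3), -0.02 and -0.57 (Col15a1), 0.33 and 0.44 (Ctbp1), 0.25 and 0.22 (Slc25a22), -0.07 and -0.06 (Prom1), 0.08 and 0.15 (Fat1), 0.15 and 0.46 (Flna) and 0.27 and 0.19 (Eya3). Among those listed as downregulated, they changed by 0.22 and -0.20 (Lef1), -0.08 and -0.35 (Prdx6), -0.06 and 0.39 (Gatad2b), -0.08 and 0.09 (Pdzd7), 0.05 and -0.12 (Mphosph9), 0.08 and 0.20 (Pcid2), -0.17 and 0.62 (Cyp26b1), -0.13 and -0.39 (Ube2k) and -3.13 and -2.63 (Ucp1, -4.63 and -4.13 without saline replicate 3). Leaving out 1 library turned the sign on CFA3D for Col15a1 (0.11 without saline replicate 1), Prom1 (0.04 without CFA3D replicate 1), Gatad2b, Pdzd7, Prdx6 and Cyp26b1 (0.06, 0.08, 0.05 and 0.49 without saline replicate 3), Pcid2 (-0.02 without saline replicate 2) and Ube2k (0.0028 without CFA3D replicate 1). On CFA6D it turned for Prom1 and Pdzd7 (0.01 and -0.23 without saline replicate 2) and Trappc1 (0.0053 without CFA6D replicate 5). The CFA6D value of Cyp26b1 was 0.28 without saline replicate 2 and 1.28 without saline replicate 3. Ucp1 held 18.3 FPKM in saline replicate 2, against 0.354 and 0.0301 FPKM in saline replicates 1 and 3. The Ucp1 decrease therefore rested mainly on saline replicate 2. Without that library Ucp1 fell under a mean of 0.1 FPKM and was not fitted. For Per1 the sum was 11.8 ± 2.94, 11.7 ± 4.80 and 25.0 ± 1.70 FPKM, and its log2 fold change on CFA6D was 1.11 (SE 0.29, adjusted p = 0.202). From genes changed in the same direction on both days, the paper concludes that these consistently changed genes play a very important role in TMD pain.

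**Figure D2:**
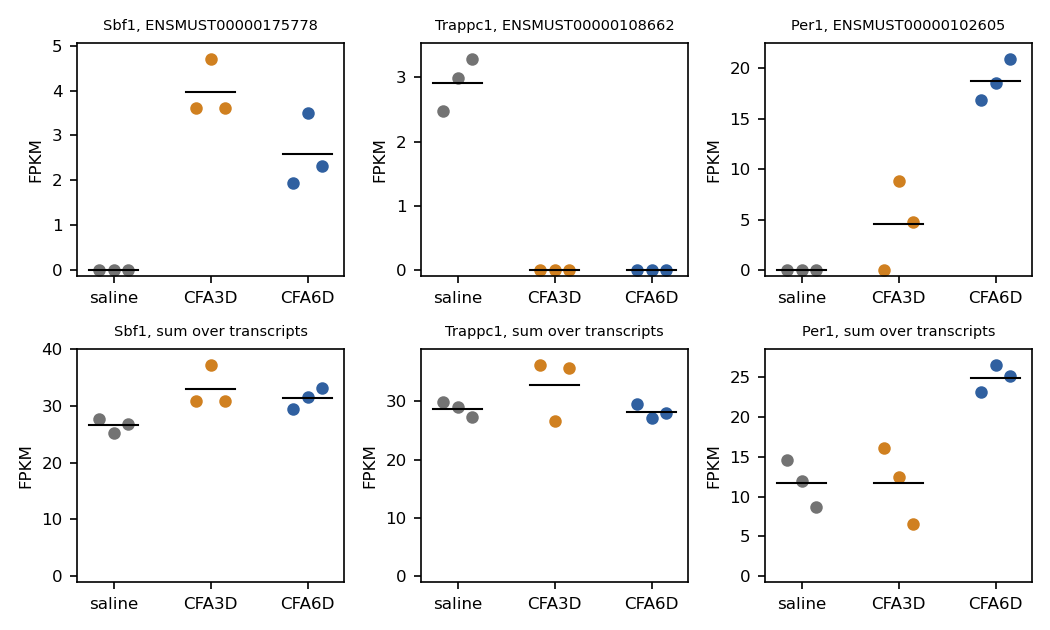
FPKM in each library (points) with the group mean (line) for Sbf1, Trappc1 and Per1, with the transcript nearest to Supplementary Table 1 in the upper panels and the gene sum in the lower panels. The Sbf1 and Trappc1 transcripts are listed at 0 in a whole group while the gene sums stay above 25 FPKM in every library.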

**FIGURE 3:**
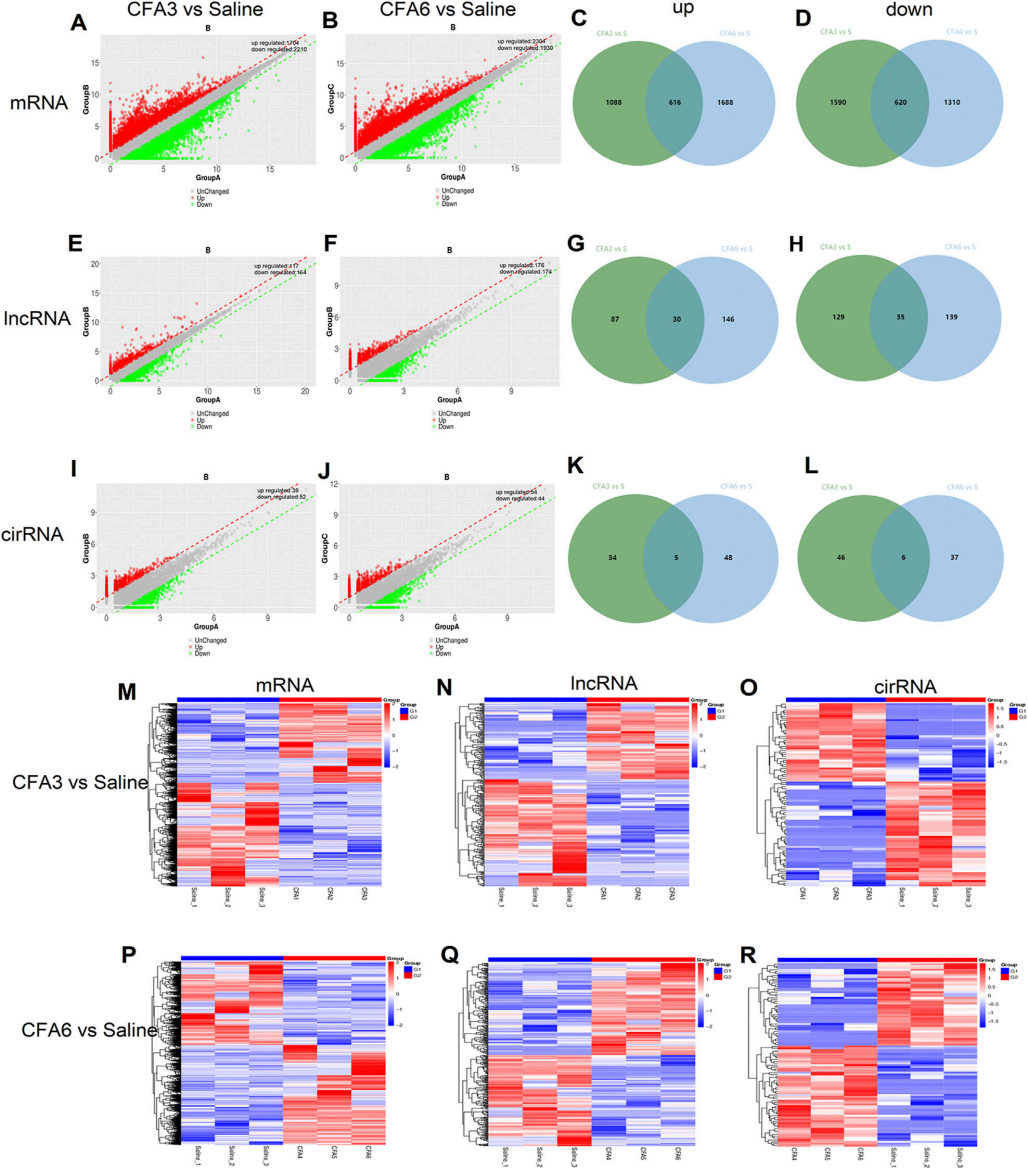
The robust changes in gene expression of mRNAs, long noncoding RNAs (lncRNAs), and circular RNAs (circRNAs) within the trigeminal ganglion (TG) after CFA-TMJ injection. **(A,B)** mRNAs were significantly changed in the TG on CFA3D and CFA6D, respectively. **(C,D)** Venn diagram was applied to further determine whether these upregulated and downregulated DE mRNAs showed coexpression patterns across CFA3D and CFA6D. **(E,F)** lncRNAs were significantly changed in the TG on CFA3D and CFA6D, respectively. **(G,H)** Venn diagram was applied to further determine whether these upregulated and downregulated DE lncRNAs showed coexpression patterns across CFA3D and CFA6D. **(I,J)** circRNAs were significantly changed in the TG on CFA3D and CFA6D, respectively. **(K,L)** Venn diagram was applied to further determine whether these upregulated and downregulated DE circRNAs showed coexpression patterns across CFA3D and CFA6D. **(M–R)** the clustered heatmaps of DE mRNAs (M,P), DE LncRNAs (N,Q), and DE circRNAs (O,R) revealed distinct gene expression patterns after temporomandibular joint disorders (TMD) on CFA3D and CFA6D.

### Highest differentially expressed G protein-coupled receptor mRNAs, ion channel mRNAs, circular RNAs, and long noncoding RNAs in the trigeminal ganglion after temporomandibular joint disorders

G protein-coupled receptors, ion channels, circRNAs, and lncRNAs are critical in the modulation and transmission of nociceptive information (Zhao et al., 2013; Gottesman-Katz et al., 2021; Han et al., 2021; Yu et al., 2021; Zheng et al., 2021). An approximate of 177 (92 upregulated and 85 downregulated) DEGs on CFA3D and 192 (107 upregulated and 85 downregulated) DEGs on CFA6D were identified as GPCR mRNAs in the TG after TMD. An approximate of 195 (109 upregulated and 86 downregulated) DEGs on CFA3D and 203 (117 upregulated and 86 downregulated) DEGs on CFA6D were identified as ion channel mRNAs in the TG after TMD. The top 15 upregulated and downregulated DEGs of GPCR (Figures 4A,B) and ion channel (Figures 4C,D) in the TG on CFA3D and CFA6D, respectively, after TMD are displayed in the heatmaps. Consistent with previous reports, the levels of the GPCRs, such as Htr6 (Liu et al., 2019), Prkcd (He et al., 2016), Avp (Yang et al., 2019), Rgs3 (Doyen et al., 2017), and Npy2r (Chen et al., 2019), in the TG were remarkably increased after CFA injection. In contrast, the amounts of GPCR Prkar1b (Marbach et al., 2021), P2ry12 (Defaye et al., 2021), and Htr2c (Brasch-Andersen et al., 2011) in the TG were dramatically decreased after CFA injection. 

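All 5 gene sums were higher on both days, and none had an adjusted p under 0.05 in limma. An unadjusted p under 0.05 was reached by 2 of the 5 on CFA3D and 3 on CFA6D. Avp (chromosome 2, 130580620 to 130582554, minus strand) rose most, from 1.01 ± 0.200 FPKM in saline (SD, n = 3) to 5.96 ± 3.32 on CFA3D and 3.34 ± 2.85 on CFA6D, with log2 fold changes of 2.27 (SE 0.63, adjusted p = 0.997) and 1.29 (SE 0.63, adjusted p = 0.495). Without CFA6D replicate 5 its CFA6D value was 0.64. Avp belongs to the hypothalamus and posterior pituitary list of the closing section. The summed FPKM of that list was 20.8 in CFA6D replicate 5 and 13.5 and 8.37 in CFA3D replicates 2 and 3. In the other libraries it was at most 4.14. Whether Avp RNA came from tissue outside the ganglion was not tested. Htr6 was at 0.126 ± 0.0476, 0.207 ± 0.0611 and 0.297 ± 0.0600 FPKM in saline, CFA3D and CFA6D. Log2 fold changes of Prkcd were 0.24 and 0.34, those of Rgs3 0.17 and 0.22, and those of Npy2r 0.49 and 0.37 (0.17 and 0.04 without saline replicate 2).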

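The gene sum of Prkar1b was 96.1 ± 3.49 FPKM in saline (SD, n = 3), 103 ± 4.85 on CFA3D and 112 ± 12.0 on CFA6D, which gave log2 fold changes of 0.10 (0.07 without CFA3D replicate 3) and 0.21 (0.13 without CFA6D replicate 4). For P2ry12 these were 0.03 (-0.27 without saline replicate 2) and -0.39 (-0.10 without CFA6D replicate 4), from 1.84 ± 0.702 FPKM in saline. Htr2c changed by -0.31 and -0.33 from 0.222 ± 0.269 FPKM in saline, a group whose spread exceeded its mean. These values were -0.96 and -0.99 without saline replicate 1. On CFA3D the change was -0.20 without CFA3D replicate 2, and on CFA6D -0.14 without CFA6D replicate 5. Where leaving out a saline library took Htr2c under a mean of 0.1 FPKM, no fit was made, so a turn of its sign is not excluded. The smallest adjusted p of the 3 genes was 0.430 in limma, for Prkar1b on CFA6D. An unadjusted p under 0.05 was reached by 0 of them on CFA3D and 1 on CFA6D.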

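Gene sums were compared for Rapgef3, Nos1, Trpm8 and Cxcl12. Of these 4 genes, 1 on CFA3D and 0 on CFA6D had an unadjusted p under 0.05 in limma. Trpm8 (chromosome 1, 88277661 to 88389293, plus strand) was at 24.4 ± 2.58 FPKM in saline (SD, n = 3), 31.0 ± 3.58 on CFA3D and 27.1 ± 3.18 on CFA6D, with log2 fold changes of 0.34 (adjusted p = 0.997 in limma) and 0.15 (adjusted p = 0.693). Rapgef3 changed by 0.08 and 0.25, and Cxcl12 by 0.23 and 0.22. The Cxcl12 value on CFA6D was -0.34 without CFA6D replicate 6, which held 15.95 FPKM against 4.56 and 5.11 FPKM in the other CFA6D libraries, and its CFA3D value was 0.04 without CFA3D replicate 3. Rapgef3 was at -0.05 on CFA3D without CFA3D replicate 2 and 0.15 on CFA6D without CFA6D replicate 5. Trpm8 was at 0.06 on CFA6D without CFA6D replicate 4. Nos1 changed by -0.06 on CFA3D and 0.15 on CFA6D, within the spread between libraries (1.35 ± 0.118 FPKM in saline, 1.48 ± 1.04 on CFA3D). Without CFA3D replicate 2 the CFA3D value was 0.20, and without CFA6D replicate 6 the CFA6D value was -0.07.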

For the ion channels, we observed that the noticeably elevated expression of Rapgef3 (Liu et al., 2021), Nos1 (Shnayder et al., 2021), TRPM8 (Weyer and Lehto, 2017), and CXCL12 (Luo et al., 2016) in the TG were remarkably increased after CFA injection. 

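The Sgk3 gene sum was 4.75 ± 0.197 FPKM in saline, 4.79 ± 0.520 on CFA3D and 5.41 ± 1.41 on CFA6D (SD, n = 3 each). Its log2 fold changes were 0.01 and 0.15 (adjusted p = 0.997 and 0.805 in limma), smaller than the differences between replicates. They were -0.07 on CFA3D without CFA3D replicate 2 and 0.0021 on CFA6D without CFA6D replicate 6.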

On the contrary, the levels of ion channel transcripts for Sgk3 (Liu et al., 2015) was significantly reduced in the TG after CFA injection. In addition, the top 15 upregulated and downregulated lncRNAs on CFA3D and CFA6D are shown in heatmaps (Figures 4E,F). It is worth noting that we found several DEGs for lncRNAs that are implicated in pain including Pvt1 (Zhang et al., 2021), Snhg1 (Zhang et al., 2020), Gas5 (Tian et al., 2020), Snhg14 (Wang et al., 2021), and Meg3 (Dong et al., 2021) (Supplementary Table S2). 

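Among the called lncRNA transcripts whose groups did not overlap, those with the smallest p against saline were a transcript of Gas5 (ENSMUST00000163081), Gm5577 and Gm17226 on CFA3D, and Gm45774, AC154912.1 and 4930438E09Rik on CFA6D. The Gas5 transcript fell by 1.47 on the log2 scale, Gm5577 by 2.23 and Gm17226 by 2.78, with adjusted p-values of 0.491, 0.666 and 0.889 in limma. Gm45774 (chromosome 8, 94170748 to 94173412, minus strand) had 0.618, 0.722 and 0.619 FPKM in saline and 2.25, 3.30 and 2.02 FPKM on CFA6D, a log2 fold change of 1.78 (SE 0.23, adjusted p = 0.125). Against CFA3D it rose by 2.10 (adjusted p = 0.0315), the only lncRNA transcript under 0.05 in any of these comparisons. AC154912.1 rose by 3.00 (adjusted p = 0.181) and lies inside Fkbp5 on the opposite strand. 4930438E09Rik fell by 1.44 (adjusted p = 0.237) and lies inside Ebf2 on the opposite strand. Whether reads of these host genes enter the values was not tested, so both are uncertain. Against CFA3D, Gm6878, which also lies inside Ebf2 on the opposite strand, had a log2 fold change of -1.497 (adjusted p = 0.193). Gm17226 lies inside Isl2 on the opposite strand.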

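Summed over the transcripts of each lncRNA, the 5 lncRNAs were all slightly lower on CFA3D, with log2 fold changes between -0.20 and -0.03. The sign turned for 4 of them when 1 library was left out. Without saline replicate 3, Meg3 was at 0.02, Gas5 at 0.0030 and Snhg14 at 0.04, and without saline replicate 1 Pvt1 was at 0.02. On CFA6D, Pvt1 fell most, from 5.24 ± 0.419 FPKM in saline (SD, n = 3) to 3.56 ± 0.427 FPKM, a log2 fold change of -0.55 (SE 0.14, adjusted p = 0.345 in limma). Every CFA6D library lay below every saline library. Those of Snhg1 and Meg3 were 0.05 (-0.08 without saline replicate 2) and -0.02 (0.17 without saline replicate 3) on CFA6D. No adjusted p was under 0.05, and an unadjusted p under 0.05 was reached by 0 of the 5 on CFA3D and 1 on CFA6D.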

What is more, the top 15 upregulated and downregulated circRNAs on CFA3D and CFA6D are shown in heatmaps (Figures 4G,H). As expected, some DEGs for circRNAs that were identified in the present study for zRANB1 (Wei et al., 2020) have been previously reported to implicate in pain.

**FIGURE 4:**
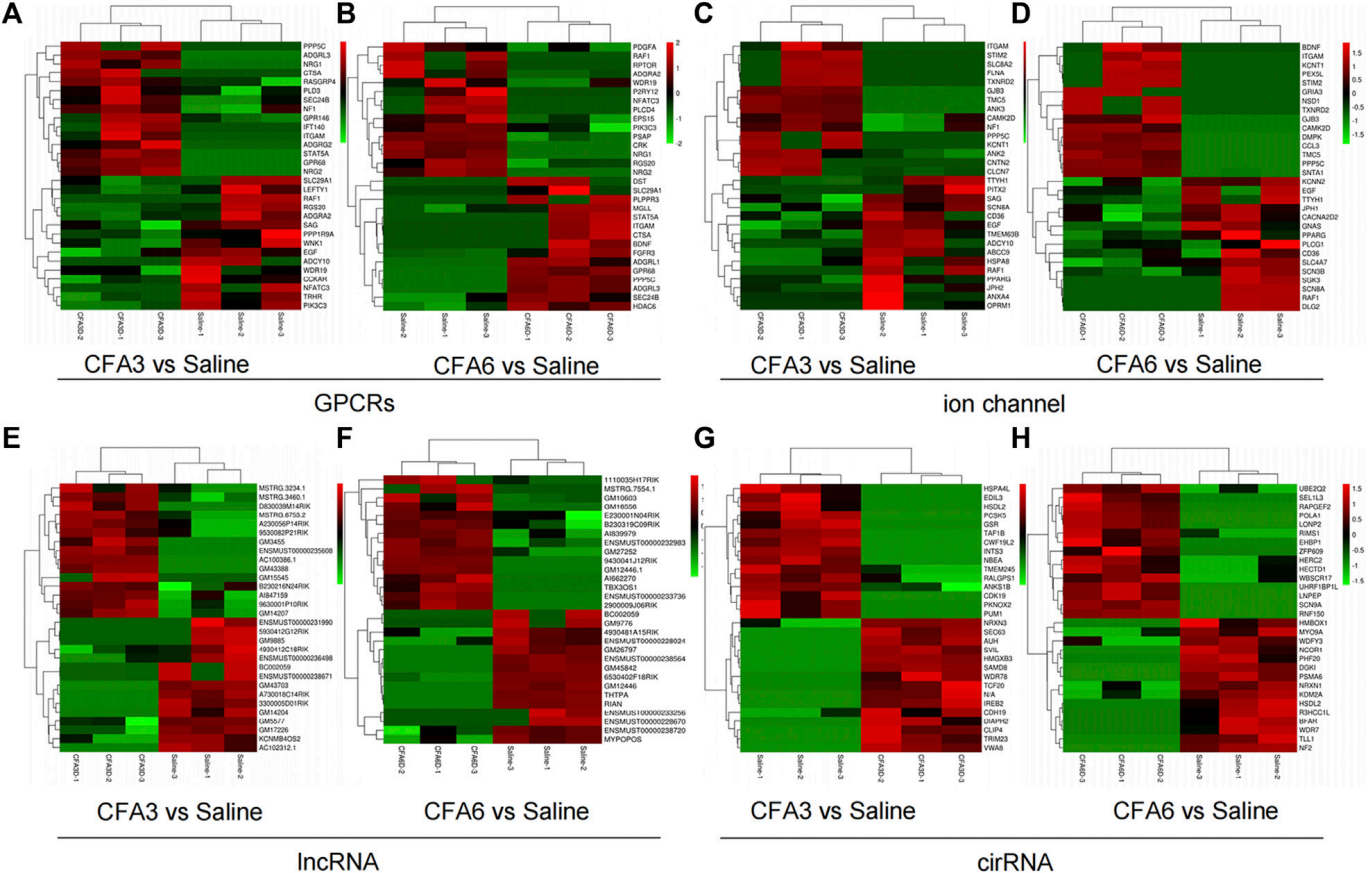
Heatmaps of the representative differentially expressed genes (DEGs) in the TG of TMD mice **(A–C)**. Top 15 upregulated and downregulated genes of G protein-coupled receptors **(A,B)**, ion channels **(C,D)**, long noncoding RNAs (lncRNAs) **(E,F)**, and circular RNAs (cirRNAs) **(G,H)** in the TG after CFA injection on day 3 **(A,C,E,G)** and on day 6 **(B,D,F,H)**. Colors in the heatmaps indicate the row Z-score among the different datasets. The upregulated and downregulated genes are colored in red and green, respectively. n = 9 mice/group.

### Validation of the differentially expressed genes (circular RNAs and long noncoding RNAs) in the trigeminal ganglion after temporomandibular joint disorders

To validate the reliability, we conducted quantitative real-time RT-PCR to analyze the expression of significant lncRNAs and circRNAs on day 3 after SNL in TG. This include the expression of 10 lncRNAs (MSTRG.6753.2, MSTRG.3460.1, ENSMUST00000235608, 9630001P10Rik, D830039M14Rik, A730018C14Rik, 5930412G12Rik, BC002059, ENSMUST00000238671, and Gm9885) (Figures 5A,B) and 10 circRNAs (Nbea, Trim23, Hmgxb3, Samd8, Ireb2, Hsdl2, Pknox2, Pum1, Gsr, and Cwf19l2) (Figures 5C,D). We found that the levels of the selected RNAs were in accordance with the sequencing results.

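The RT-PCR values and the circRNAs were not analysed here, and the sequencing values of the lncRNAs follow. Of the 2 predicted lncRNAs, 1 had 0, 0 and 0.0710 FPKM in the saline libraries and 5.89, 7.27 and 1.082 FPKM on CFA3D, and was called on both days. The other had 0, 0.0724 and 0.271 FPKM in saline and 4.57, 2.52 and 4.80 FPKM on CFA3D, a log2 fold change of 4.40 (SE 0.95, adjusted p = 0.951 in limma). ENSMUST00000235608 was listed at 0 in all saline libraries, with 0.336, 0.432 and 0.183 FPKM on CFA3D. ENSMUST00000238671 had 0.000283, 1.29 and 1.24 FPKM in saline and at most 0.000469 FPKM on CFA3D, so its decrease rested on 2 of the 3 saline libraries. The summed transcripts of 5930412G12Rik, 9630001P10Rik and D830039M14Rik changed on CFA3D by 0.54, 0.07 and 0.23. Those of 9630001P10Rik were at -0.15 without CFA3D replicate 3 and 0.31 without CFA3D replicate 2, and those of D830039M14Rik at 0.05 without saline replicate 2 and 0.46 without saline replicate 1. The BC002059 sum changed by -0.49 (-0.83 without saline replicate 1). BC002059 and Gm9885 have several transcripts, and these went in opposite directions. For BC002059, ENSMUST00000190415, the highest on average, changed by 0.40 and ENSMUST00000071374 by -2.85. The latter held 0.0106, 1.89 and 1.79 FPKM in saline replicates 1, 2 and 3, so its decrease rested on saline replicates 2 and 3. For Gm9885, ENSMUST00000186234 changed by 2.41 and ENSMUST00000064591, listed at 0 in all CFA3D libraries, had 0.910, 1.18 and 0 FPKM in saline, while the summed transcripts of Gm9885 changed by 0.08 (-0.0041 without saline replicate 3). The highest transcripts of 5930412G12Rik, 9630001P10Rik and D830039M14Rik changed by 0.95, -0.74 and 0.10. A further transcript of 5930412G12Rik, ENSMUST00000091324, went the other way, with 0.301, 0.418 and 0 FPKM in saline and 0 in all CFA3D libraries. The summed A730018C14Rik transcripts, at most 0.111 FPKM in any library, had a mean under 0.1 FPKM and were not tested.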

**FIGURE 5:**
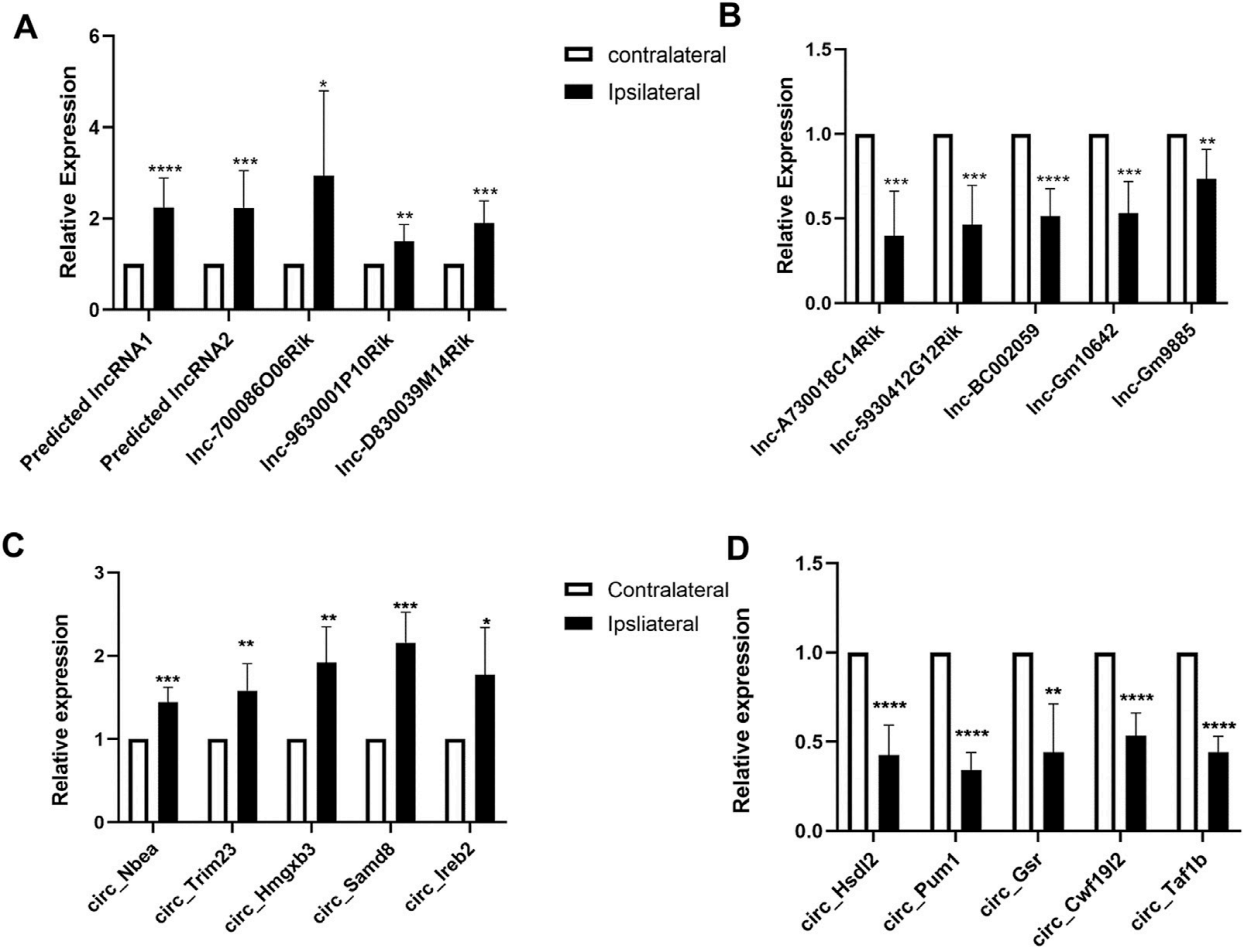
Validations of differentially expressed long noncoding RNAs (lncRNAs) and mRNAs in the TG of temporomandibular joint disorder (TMD) mice. **(A,B)** levels of lncRNAs in the TG on day 3 after TMD. n = 10 mice/group. *p < 0.05, **p < 0.01, and ***p < 0.001 versus the corresponding sham group using two-tailed unpaired Student’s t-test. **(C,D)** amounts of circular RNAs (circRNAs) in the TG on day 3 after TMD. n = 9 mice/group. *p < 0.05, **p < 0.01, and ***p < 0.001 versus the corresponding sham group using the two-tailed unpaired Student’s t-test.

### Functional enrichment analysis of genes expressed differentially in the trigeminal ganglion after temporomandibular joint disorders

Based on GO and KEGG pathway analyses, we explored the functional enrichments of DEGs using the DAVID bioinformatics database. From the analyzed results, the top 10 biological processes (red panels on the left refer to upregulated genes and blue panels on the right refer to downregulated genes) in the TG were displayed on CFA3D (Figure 6A) and CFA6D (Figure 6B). The highly significant enriched biological processes associated with upregulated genes in the TG on CFA3D were involved in phosphoprotein, cytoplasm, alternative splicing, membrane, nucleus, protein binding, metal ion binding, regulation of transcription, DNA-templated, and zinc ion binding, while those associated with downregulated genes were mainly involved in phosphoprotein, cytoplasm, alternative splicing, membrane, splice variant, nucleus, protein binding, metal binding, and acetylation after CFA injection (Figure 6A). The highly significant enriched biological processes associated with upregulated genes in the TG on CFA6D include regulation of transcription, DNA-templated, calcium, apoptotic process, positive regulation of transcription, synapse, immunity, neuron projection, MAPK signaling pathway, Ras signaling pathway, chemokine signaling pathway, and inflammatory response, while those associated with downregulated genes in the TG include mainly involved in phosphoprotein, cytoplasm, alternative splicing, membrane, splice variant, nucleus, acetylation, transcription, DNA-templated, metabolic pathways, and methylation after CFA injection (Figure 6B).

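Immune cells were examined through lists of marker genes whose gene sums were tested together with camera in limma at a preset correlation of 0.01. The 12 neutrophil genes were higher on CFA6D, with a median log2 fold change of 1.90 (adjusted p = 0.000292), but the summed FPKM of the list was 154.8, 143.7 and 2929 in CFA6D replicates 4, 5 and 6 against 139, 90.7 and 61.2 in saline replicates 1, 2 and 3. Without replicate 6 the median was 0.52. The 16 macrophage genes were lower, with a median of -0.34 (adjusted p = 0.00477) that became -0.14 without CFA6D replicate 4 and -0.53 without CFA6D replicate 6. The summed FPKM of the macrophage list was highest of all 9 libraries in CFA6D replicate 6, at 406.1, against 124.4 and 175.6 in CFA6D replicates 4 and 5 and 228.9, 197.1 and 194.5 in saline. The 10 tested interferon response genes had a median of 0.40 (adjusted p = 0.0944), which fell to 0.0017 without CFA6D replicate 6. With fry or an estimated correlation in place of the preset value, none of the 15 lists passed on either day.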

**FIGURE 6:**
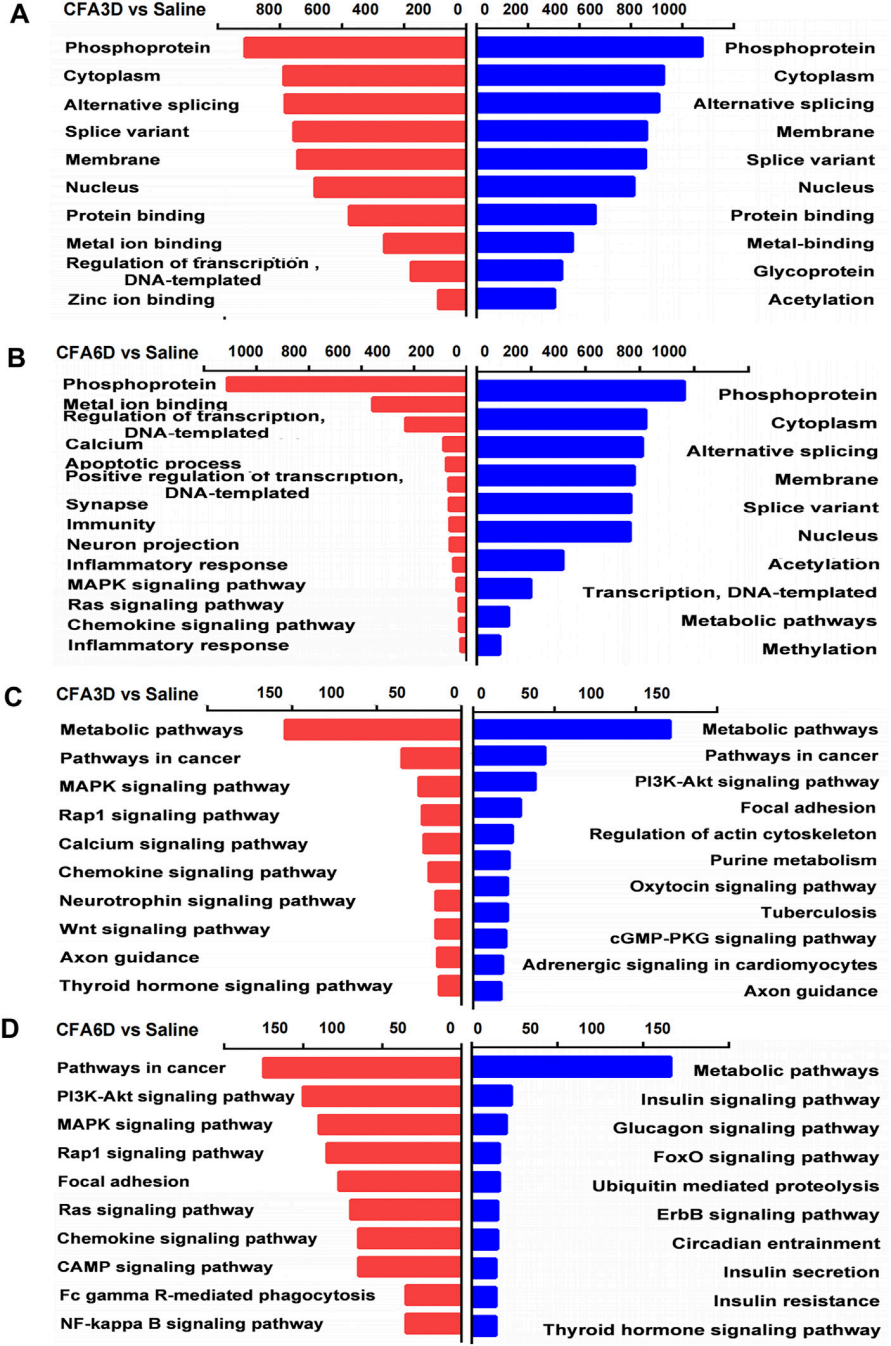
Biological process analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the differentially expressed upregulated and downregulated mRNAs in the TG of temporomandibular joint disorder (TMD) mice. **(A,B)** analysis of the Gene Ontology database showed top 10 biological processes from upregulated mRNAs (red panels on the left) and downregulated mRNAs (blue panels on the right) on CFA3D **(A)** and CFA6D **(B)**. the DAVID database was used to perform the Gene Ontology (GO) enrichment analysis. Red and blue bars represent upregulated and downregulated mRNA enrichments, respectively. **(C,D)** analysis of the KEGG pathway of the differentially upregulated and downregulated mRNAs on CFA3D **(C)** and CFA6D **(D)**. The DAVID database was used to perform the KEGG pathway analysis. Red and blue bars represent upregulated and downregulated mRNA enrichments, respectively.

Next, we explored the molecular function enrichments and found nucleic acid binding, interleukin-10 receptor activity, interferon binding, sodium channel regulator activity, and voltage-gated sodium channel activity for the top 10 enrichments in the TG 3 days after TMD (Supplementary Figure S2D) and protein binding, anion binding, ion binding, catalytic activity, and enzyme binding for the top 10 enrichments in the TG 6 days after TMD (Supplementary Figure S2I). For the cellular component enrichments, we observed the intracellular part, nuclear lumen, voltage-gated sodium channel complex, nucleoplasm, and intermediate filament cytoskeleton for the top 10 enrichments in the TG 3 days after TMD (Supplementary Figure S2D) and intracellular organelle, membrane-bounded organelle, cytoplasmic part, and intracellular membrane-bounded organelle for the top 10 enrichments in the TG 6 days after TMD (Supplementary Figure S2I). For the biological function enrichments, we observed the cell–cell adhesion *via* plasma–membrane adhesion, cellular metabolic process, positive regulation of transcription by RNA polymease, and positive regulation of RNA metabolic process for the top 10 enrichments in the TG 3 days after TMD (Supplementary Figure S2D) organelle organization, cellular component organization, cellular metabolic process, organic substance metabolic process, cellular component organization or biogenesis, and metabolic process for the top 10 enrichments in the TG 6 days after TMD (Supplementary Figure S2I).

KEGG pathway–based analyses indicated that metabolic pathways, pathways in cancer, MAPK signaling pathway, Rap1 signaling pathway, calcium signaling pathway, chemokine signaling pathway, neurotrophin signaling pathway, Wnt signaling pathway, and axon guidance (red panels on the left for upregulated genes) and metabolic pathways, pathways in cancer, PI3K-Akt signaling pathway, focal adhesion, regulation of actin cytoskeleton, purine metabolism, oxytocin signaling pathway, tuberculosis, cGMP-PKG signaling pathway, and axon guidance (blue panels on the right for downregulated genes) as the top most significant pathway enrichments in the TG on CFA3D (Figure 6C). KEGG pathway analyses showed that the most significant pathway enrichments in the TG on CFA6D associated with the upregulated genes represent the molecular pathways that are mainly associated with cancer and singaling of PI3K-Akt, MAPK, chemokine, cAMP, NF-kappa B, and Rap1. 

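The 11 tested genes of an inflammatory cytokine and chemokine list had a median log2 fold change of -0.04 on CFA6D (camera in limma, adjusted p = 0.479) and 0.27 on CFA3D (adjusted p = 0.666). Without CFA6D replicate 4 the CFA6D median was 0.17, and without CFA3D replicate 2 the CFA3D median was -0.13. The 12 immediate early genes, which respond to MAPK and cAMP signaling, had a median of 0.59 on CFA6D (adjusted p = 0.000292), which leaving out single libraries moved between 0.44 and 0.74. On CFA3D their median was 0.18 (adjusted p = 0.868), and it was -0.02 without CFA3D replicate 2.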

Other pathways were associated with focal adhesion, viral carcinogenesis, and Fc gamma R-mediated phagocytosis (red panels on the left). In contrast, the pathways associated with downregulated genes include metabolic pathways, insulin signaling pathway, glucagon signaling pathway, FoxO signaling pathway, ubiquitin mediated proteolysis, and ErbB signaling pathway (blue panels on the right) (Figure 6D).

### Establishment of PPI network to explore protein–protein interactions in the trigeminal ganglion after temporomandibular joint disorders

To gain insight into the potential role and analyze the functional connections of differentially expressed mRNAs in TMD pain, we constructed a PPI network using the STRING database. The top 50 DEGs with the highest correlation degree were screened out in each region to generate the network. The DEGs, such as Nfkb1, Tnf, Hdac1, Ctnnb1, Akt2, and Ephb2, were found as important molecules among the hub genes of the TG on CFA3D (Figure 7A). 

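None of the 6 gene sums was called on CFA3D, where their log2 fold changes lay between -0.07 and 0.79 and none had an unadjusted p under 0.05 (smallest adjusted p = 0.997 in limma). Tnf moved most, from 0.138 ± 0.0507 FPKM in saline (SD, n = 3) to 0.317 ± 0.118 on CFA3D, a log2 fold change of 0.79 (SE 0.60). Hdac1 changed by 0.02 (-0.10 without CFA3D replicate 2), Akt2 by 0.15 (0.04 without CFA3D replicate 2) and Ephb2 by -0.05 (0.17 without CFA3D replicate 3). Nfkb1 stood at 14.2 ± 1.90 and 13.6 ± 2.37 FPKM, and Ctnnb1 at 118 ± 18.2 and 121 ± 14.4 FPKM.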

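On CFA6D, the gene sum of Nfkbia (chromosome 12, 55489410 to 55492647, minus strand) rose from 14.2 ± 1.90 FPKM in saline to 31.5 ± 3.46 (SD, n = 3 each), with every CFA6D library above every saline library and a log2 fold change of 1.15 (SE 0.20, adjusted p = 0.104 in limma). On CFA3D it stood at 14.8 ± 4.21 FPKM. Notch1 rose by 0.47 (SE 0.19, adjusted p = 0.402) and Crebbp by 0.23 (SE 0.10, adjusted p = 0.418) on CFA6D. The genes printed by the paper as Rapla and Myol6, read here as Rap1a and Myo16, and Epha5 were lower by at most 0.19 on the log2 scale, within the spread between replicates. Myo16 was at 0.24 without saline replicate 3 and Epha5 at 0.03 without saline replicate 1. Of the 6 genes, 3 had an unadjusted p under 0.05 and none an adjusted p under 0.05.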

The important molecules from the hub genes of the TG on CFA6D (Figure 7B) included Nfkbia, Rapla, Myol6, Crebbp, Notch1, and Epha5. Moreover, considering that neuroinflammation and apoptosis play critical roles in many pathological processes, especially neurological (psychiatric) disorders (Chelyshev Iu et al., 2001; Ji et al., 2018; Matsuda et al., 2019), we characterized DEGs for neuroinflammation and apoptosis in the TG, using the GeneCards and CTD databases. We determined the function of DEGs in the network generated for the TG in comparison with the total (2,894) DEGs on CFA3D (Figure 7C) and (3,120) DEGs on CFA6D (Figure 7D) related to neuroinflammation and apoptosis.

**FIGURE 7:**
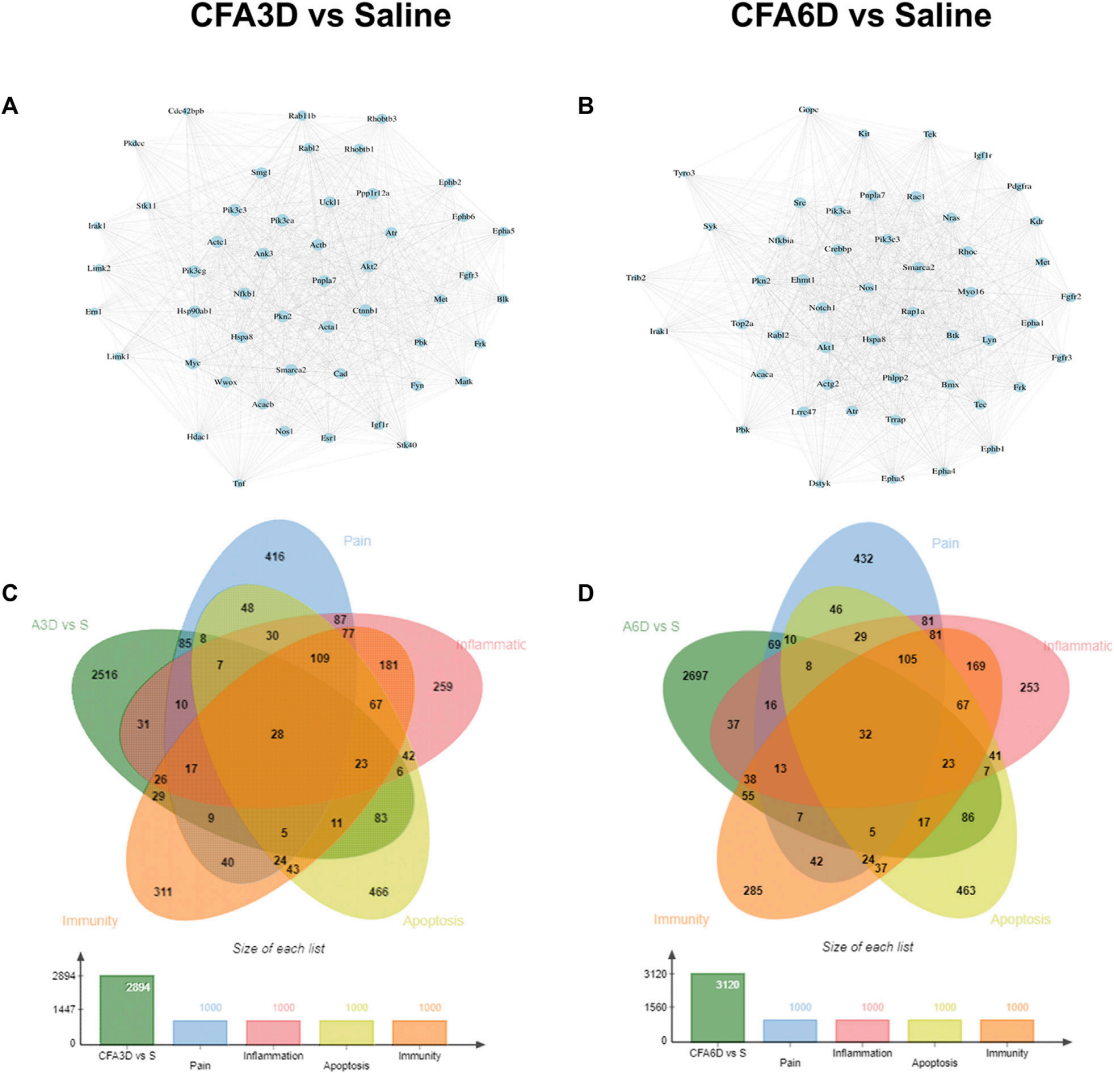
PPI network establishments to analyze protein–protein interactions. **(A,B)**. Top 50 DEGs were picked out based on the connection degree of genes and the constructed network in the TG on CFA3D **(A)** and CFA6D **(B)**. The size of the node represents the connection degree that indicates the importance of the gene in the network. **(C,D)** Venn diagrams indicated the number and proportion of the DEGs mapped to apoptosis-, inflammation-, and immunity-related genes in the TG on CFA3D **(C)** and CFA6D **(D)**, respectively.

Based on the relevance score, the TG contained approximately 33 pain- and apoptosis-related DEGs, 40 pain- and inflammation-related DEGs, 31 pain- and immunity-related DEGs, and 15 pain-, apoptosis-, inflammation-, and immunity-related DEGs, which were observed on both CFA3D and CFA6D. Details are shown in Supplementary Table S2. Among these DEGs, Bdnf increased 1.2 times on CFA3D and 3.8 times on CFA6D, madd increased 5.4 times on CFA3D and 8.2 times on CFA6D, Nos1 increased 2 times on CFA3D and 1.1 times on CFA6D, Irak1 decreased 6.2 times on CFA3D and 6.2 times on CFA6D, and Wwox decreased 2.1 times on CFA3D and 1.6 times on CFA6D.

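The Bdnf gene sum (chromosome 2, 109674700 to 109727007, plus strand) was 2.40 ± 0.218 FPKM in saline, 4.24 ± 0.787 on CFA3D and 3.25 ± 0.312 on CFA6D (SD, n = 3 each). Every library of both CFA days lay above every saline library. Its log2 fold changes were 0.78 (SE 0.16, adjusted p = 0.997 in limma) and 0.42 (SE 0.16, adjusted p = 0.368). Madd stood at 19.3 ± 1.87, 20.3 ± 1.21 and 22.5 ± 1.52 FPKM, with log2 fold changes of 0.08 and 0.22 (0.15 on CFA6D without saline replicate 2). Irak1 stayed within its replicate spread, at 11.0 ± 1.53, 11.0 ± 0.938 and 10.2 ± 0.939 FPKM. Wwox was higher by 0.14 and 0.24 (adjusted p = 0.997 and 0.437). Single transcripts moved further. On the scale of log2(approximate reads + 1), the Madd transcript nearest to the paper's values, ENSMUST00000111375, changed by 5.43 and 8.14, and the Irak1 transcript nearest in size, ENSMUST00000068286, rose by 6.24 and 6.18; both were chosen by that closeness. Without saline replicate 2, the CFA3D values of the Madd and Irak1 sums were -0.0011 and -0.09. The CFA3D value of Wwox was 0.05 without CFA3D replicate 2. The transcript with the highest mean FPKM of Madd changed by -0.33 and -0.17.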

### Differentially expressed mRNAs implicated in pain, anxiety, and depression, in the trigeminal ganglion after temporomandibular joint disorders

To obtain more information about gene adaptations in response to TMD, we compared pain-related DEGs in the TG in the present study. Heatmaps of the representative top 20 upregulated and downregulated pain-related DEGs in the TG on CFA3D (Figure 8A) and CFA6D (Figure 8B) are shown in Figure 8. Based on the relevance score, in a striking way, approximately166 pain-related DEGs (among which 73 genes were increased and 58 genes were decreased at the same time) were observed on both CFA3D and CFA6D in the TG. 

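All but 3 of the 166 genes in Supplementary Table 3 had a gene sum that could be tested. The gene sum had the sign of the paper's value for 110 genes on CFA3D and 112 on CFA6D. Counted in whatever direction the paper gave, the gene sum was higher on both days for 67 genes and lower on both days for 41. These counts are not the part of the paper's 73 increased and 58 decreased genes that kept its direction. The median size of the paper's values was 2.34 on CFA3D and 2.37 on CFA6D, while that of the gene sums was 0.14 and 0.22. On CFA3D 4 gene sums were called and on CFA6D 1. Over all genes tested, 0 of them had an adjusted p under 0.05 in limma on either day, with 14 and 26 at an unadjusted p under 0.05. When adjusted over the list alone, 0 passed on CFA3D and 1 on CFA6D, which is not independent evidence because the study chose these genes on the same libraries.
For 80 of the 166 genes, a single transcript of the gene came within 0.1 of the paper's values on both days on the scale of log2(approximate reads + 1). With the values of other genes in their place, a median of 1 and at most 5 genes matched.

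**Figure D3:**
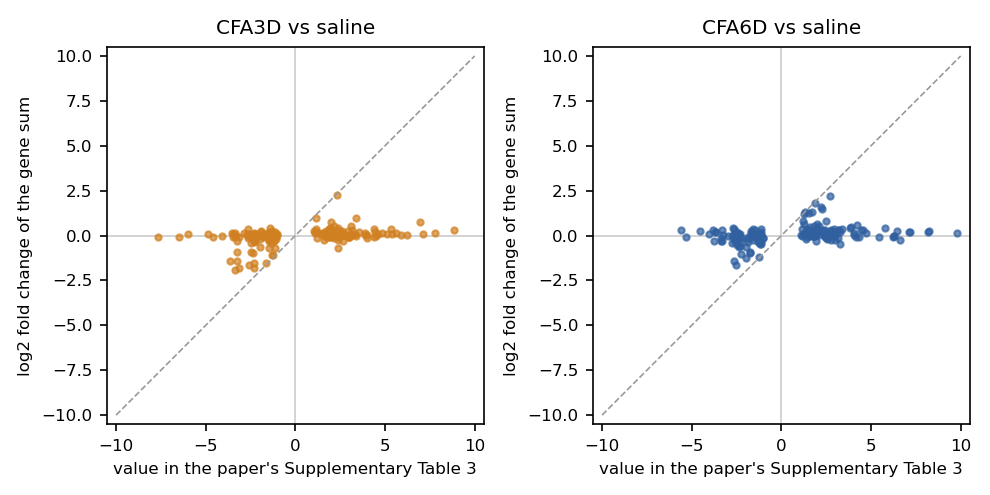
Log2 fold change of the gene sum (vertical axis) against the paper's value in Supplementary Table 3 (horizontal axis), one point per gene, for CFA3D and CFA6D. The dashed line marks equal values. The paper's values have a median size of 2.34 and 2.37, and the gene sums of 0.14 and 0.22, so the points lie along the horizontal axis.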

Details are shown in Supplementary Table S3. Among these DEGs, Dnmt1 increased 3 times on CFA3D and 6.4 times on CFA6D, Il10ra increased 5.3 times on CFA3D and 2.4 times on CFA6D, Bdnf increased 2 times on CFA3D and 3.8 times on CFA6D, and Scn8a decreased 6 times on CFA3D and 5times on CFA6D. 

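The gene sum of Dnmt1 (chromosome 9, 20907209 to 20959888, minus strand) was 7.49 ± 0.867 FPKM in saline, 7.09 ± 0.150 on CFA3D and 8.96 ± 1.26 on CFA6D (SD, n = 3 each), with log2 fold changes of -0.07 and 0.25 (adjusted p = 0.997 and 0.498 in limma). Il10ra stood at 1.63 ± 0.258, 2.17 ± 0.571 and 2.08 ± 0.687 FPKM and was higher by 0.37 and 0.30, with overlapping libraries. These became 0.18 without CFA3D replicate 2 and 0.05 without CFA6D replicate 6. The Dnmt1 change was -0.17 on CFA3D without saline replicate 2 and 0.14 on CFA6D without CFA6D replicate 6. The Il10ra transcript nearest to the paper's values, ENSMUST00000176808, changed by 5.36 and 2.43 on the scale of log2(approximate reads + 1), and the nearest of Dnmt1, ENSMUST00000216540, by 2.96 and 6.46. The transcript of Dnmt1 with the highest mean FPKM changed by -0.31 on CFA6D.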

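Gene sums were compared for 20 further genes of the pain-related set. Of Sbf1, Dst, Tecpr2, Madd, Irak1, Flna, Tardbp, Ciita, Itgam and Col7a1, 9 were higher on CFA3D and 6 on CFA6D, with log2 fold changes between -0.13 and 0.74 and between -0.24 and 0.60. Tardbp was the highest on both days, from 20.1 ± 9.64 FPKM in saline (SD, n = 3) to 31.4 ± 3.30 and 28.4 ± 1.29, with 0.48 and 0.34 without saline replicate 3. Itgam, the lowest, turned to 0.20 without CFA3D replicate 3 and 0.49 without CFA6D replicate 5. On CFA3D the lowest of the other set, Pnpla2, was at -0.14 without saline replicate 2. Of Prkar1b, Scube3, P3h1, Capn3, Tnip1, Nr3c1, Pnpla2, Alg13, Gnas and Flcn, 5 were lower on each day, with log2 fold changes between -0.30 and 0.23 on CFA3D and between -0.30 and 0.31 on CFA6D. Nr3c1 fell from 13.3 ± 1.47 to 10.8 ± 1.42 FPKM on CFA6D. No gene of either set had an adjusted p under 0.05 in limma. An unadjusted p under 0.05 was reached by 2 of the first 10 on CFA3D and 3 on CFA6D, and by 0 and 3 of the others.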

We also detected the upregulation of Sbf1, Dst, Tecpr2, Madd, Irak1, Flna, Tardbp, Ciita, Itgam, and Col7a1 and the downregulation of Prkar1b, Scube3, P3h1, Capn3, Tnip1, Nr3c1, Pnpla2, Alg13, Gnas, and Flcn on both CFA3D and CFA6D. Then, we used the GeneCards and CTD databases to characterize the DEGs involved in pain and emotional disorders (anxiety and depression) in the TG. We compared them with a total number of 2,894 DE genes on CFA3D (Figure 8C) and a total number of 3,120 DE genes on CFA6D (Figure 8D) related to pain and emotional disorders (anxiety and depression) (1,000, 1,000, and 1,000 genes were related to pain, anxiety, and depression, respectively). Based on the relevance score, the TG contained approximately 33 pain- and anxiety-related DEGs, 28 pain- and depression-related DEGs, and 19 pain-, anxiety-, and depression-related DEGs, which were observed on both CFA3D and CFA6D. The details are shown in Supplementary Table S4. Among these DEGs, Bdnf increased 2 times on CFA3D and 3.8 times on CFA6D, irak1 increased 6.2 times on CFA3D and 6.2 times on CFA6D, nf1 increased 3.4 times on CFA3D and 1.9 times on CFA6D, Slc2a1 increased 3.2 times on CFA3D and 1.8 times on CFA6D, Gtf2ird1 increased 3.0 times on CFA3D and 4.1 times on CFA6D, and Nsd1 increased 2.8 times on CFA3D and 6.3 times on CFA6D. These findings suggested some shared pathogenesis mechanisms in TMD pain and emotional disorders, probably providing more evidence and basis for future studies.

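The Slc2a1 gene sum was 22.1 ± 3.70 FPKM in saline, 27.52 ± 6.72 on CFA3D and 21.7 ± 2.97 on CFA6D (SD, n = 3 each), with log2 fold changes of 0.30 and -0.02. Nf1 changed by -0.0034 and 0.08, Gtf2ird1 by -0.09 and -0.10, and Nsd1 by 0.05 and -0.0020. The CFA3D value of Slc2a1 and the CFA6D value of Gtf2ird1 were slightly larger than the pooled replicate SD (0.270 and 0.0958 on the log2 scale), and the other 6 were smaller. No adjusted p was under 0.05 in limma. Of the 13 mRNA genes whose values the text prints, 1 on CFA3D and 4 on CFA6D had an unadjusted p under 0.05. Transcripts picked for lying nearest to the paper's values changed by 3.55 and 2.03 (Nf1, ENSMUST00000219057), 3.22 and 1.82 (Slc2a1, ENSMUST00000134105) and 2.76 and 6.24 (Nsd1, ENSMUST00000224973) on the scale of log2(approximate reads + 1). Without saline replicate 1, the Nf1 value was 0.11 on CFA3D, the Nsd1 value 0.08 on CFA6D and the Slc2a1 value 0.11 on CFA6D. Without CFA3D replicate 2, the CFA3D values of Slc2a1 and Nsd1 were 0.12 and -0.04. Both Gtf2ird1 values shrank without saline replicate 3, to -0.01 and -0.03.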

**FIGURE 8:**
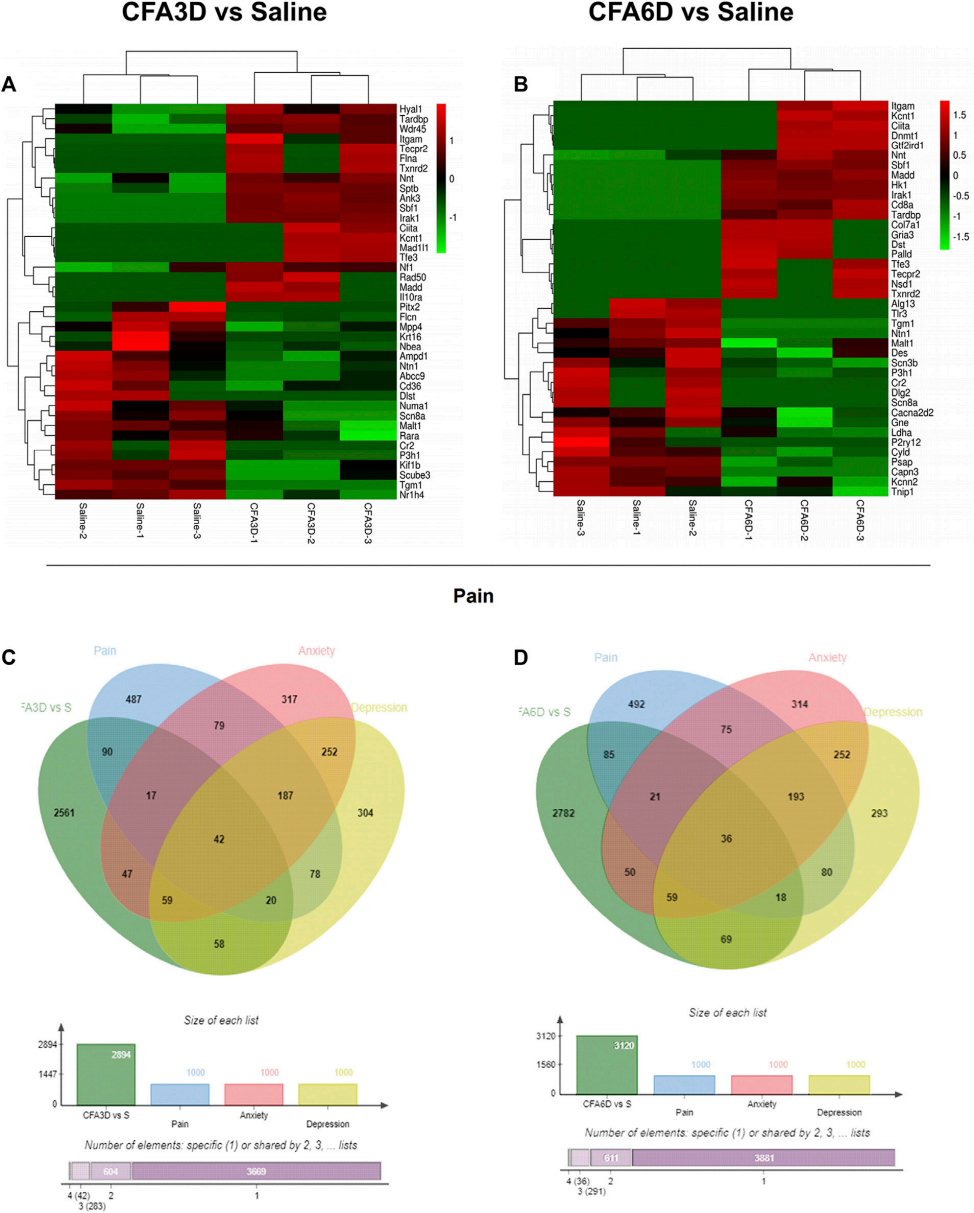
Comparisons of pain-, anxiety-, and depression-related genes in the TG of temporomandibular joint disorder (TMD) mice. **(A,B)** heatmaps of representative top 20 upregulated and downregulated pain-related DEGs on CFA3D **(A)** and CFA6D **(B)** after TMD. **(C,D)** Venn diagrams indicated the number of overlapped pain-, anxiety-, and depression-related DEGs in the TG on CFA3D **(C)** and CFA6D **(D)** after TMD. Colors in the heatmaps indicate the row Z-score among the different datasets. Upregulated and downregulated genes are colored in red and green, respectively.

### Functional prediction of differentially expressed long noncoding RNAs in the trigeminal ganglion after temporomandibular joint disorders

Next, we explored the function of lncRNAs as pre-identified genes with an absolute correlation value of *>*0.95 and the colocalization within 100 kb at the upstream and downstream. To display the results of GO enrichment analysis, directed acyclic graphs (DAGs) were generated, where the relationship of the inclusion was represented by the branch, which defined the smaller scales from top to bottom. The top GO enrichments as the master nodes of DAGs were shown together with the GO terms of containment relationships. DAGs in the TG on CFA3D were plotted from the molecular function, biological process, and cellular component aspects (Figures 9A–C). Predicted target genes distributed in the GO were utilized to clarify the function of differentially expressed lncRNAs. Histograms were constructed using the −log (*p* value) of the GO terms. The most significant biological process enrichments were receptor localization to synapse, synapse organization, regulation of I-kappa B kinase/NF-kappa B signaling, pigment metabolic process, protein localization to synapse, and synapse assembly. The noteworthy cellular component enrichments were seen in nucleoplasm part, nucleoplasm, RNA polymerase I core factor complex, synapse, synaptic membrane, and RNA polymerase transcription factor SLI complex in the TG. The most robust molecular functions were enriched in RNA polymerase I transcription regulator, glutathione-disulfide reductase activity, methylglutaconyl-CoA hydratase activity, transcription regulator activity, and NF-kappa B binding in the TG (Figure 9D).

**FIGURE 9:**
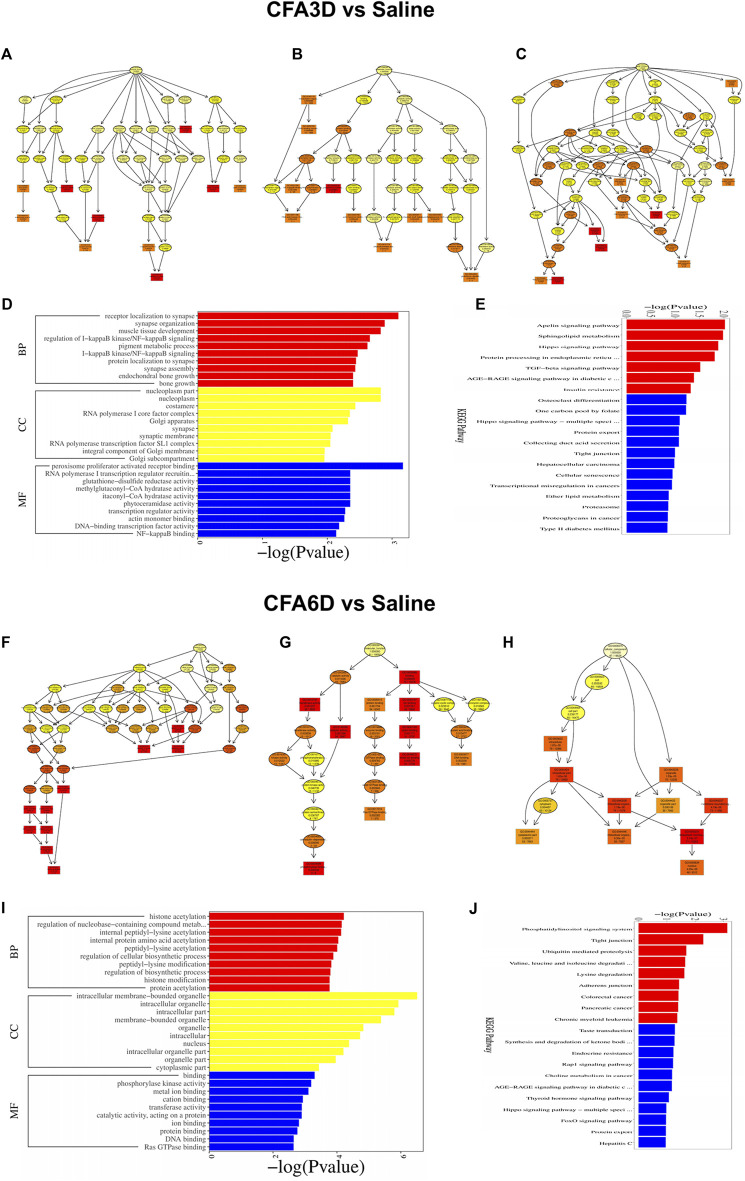
Functional prediction of DE long noncoding RNAs (lncRNAs) using GO and KEGG analyses in the TG of temporomandibular joint disorder (TMD) mice. **(A–E)** DE lncRNAs on CFA3D. **(A–C)** directed acyclic graphs (DAGs) graphically display the significant GO enrichment results with the candidate targeted genes in biological process **(A)**, molecular function **(B)**, and cellular component **(C)**. **(D)** significant molecular function, biological process, and cellular component enrichment analysis of DE lncRNA-related mRNAs. The enrichment scores (−log10 (*p* value)) of the GO term are shown in the histogram. **(E)** the DE lncRNA-related mRNA-enriched KEGG pathways represented by enrichment scores (−log10 (*p* value)). **(F–J)** DE lncRNA-related mRNAs on CFA6D.

Likewise, histograms represent the top 20 KEGG enrichments based on the −log (*p* value) of the respective pathway (Figure 9E). The most significantly enriched pathways were apelin signaling pathway, sphingolipid metabolism, hippo signaling pathway, TGF-beta signaling pathway, insulin resistance, tight junction, cellular senescence, transcriptional misregulation in cancers, and lipid metabolism in the TG after TMD. The overall demonstration of these data confirmed the overlapping effects in differentially expressed lncRNA function among the groups, similar to the differentially expressed mRNAs’ patterns. In addition, the detailed information of the top GO enrichments in the TG on CFA6D using DAGs is shown in Figure 9F–H,and their histograms are shown in Figure 9I. The top 20 KEGG enrichments are displayed using histograms in Figure 9J.

### CeRNA network analysis

To observe the potential interaction between miRNA–lncRNA–mRNA networks and miRNA–circRNA–mRNA networks in the TG regions after TMD, ceRNA networks were constructed based on the correlation analysis. Red nodes represent miRNAs, green nodes represent lncRNAs (Figures 10A,C), purple nodes represent circRNAs (Figures 10B,D), and blue nodes represent mRNAs. The ceRNA regulatory network was constructed with the same direction of differential expression (generally positive correlation); otherwise, the ceRNA regulatory network was constructed between multiple groups or repeated samples based on both *p* value ≤ 0.05 and PPC ≥ 0.5 (generally positive correlation). The top 10 lncRNAs and circRNAs and their target genes were displayed according to their respective network degrees of mRNA, lncRNAs, and circRNAs. The detailed gene information is listed in Supplementary Tables S5–S8.

**FIGURE 10:**
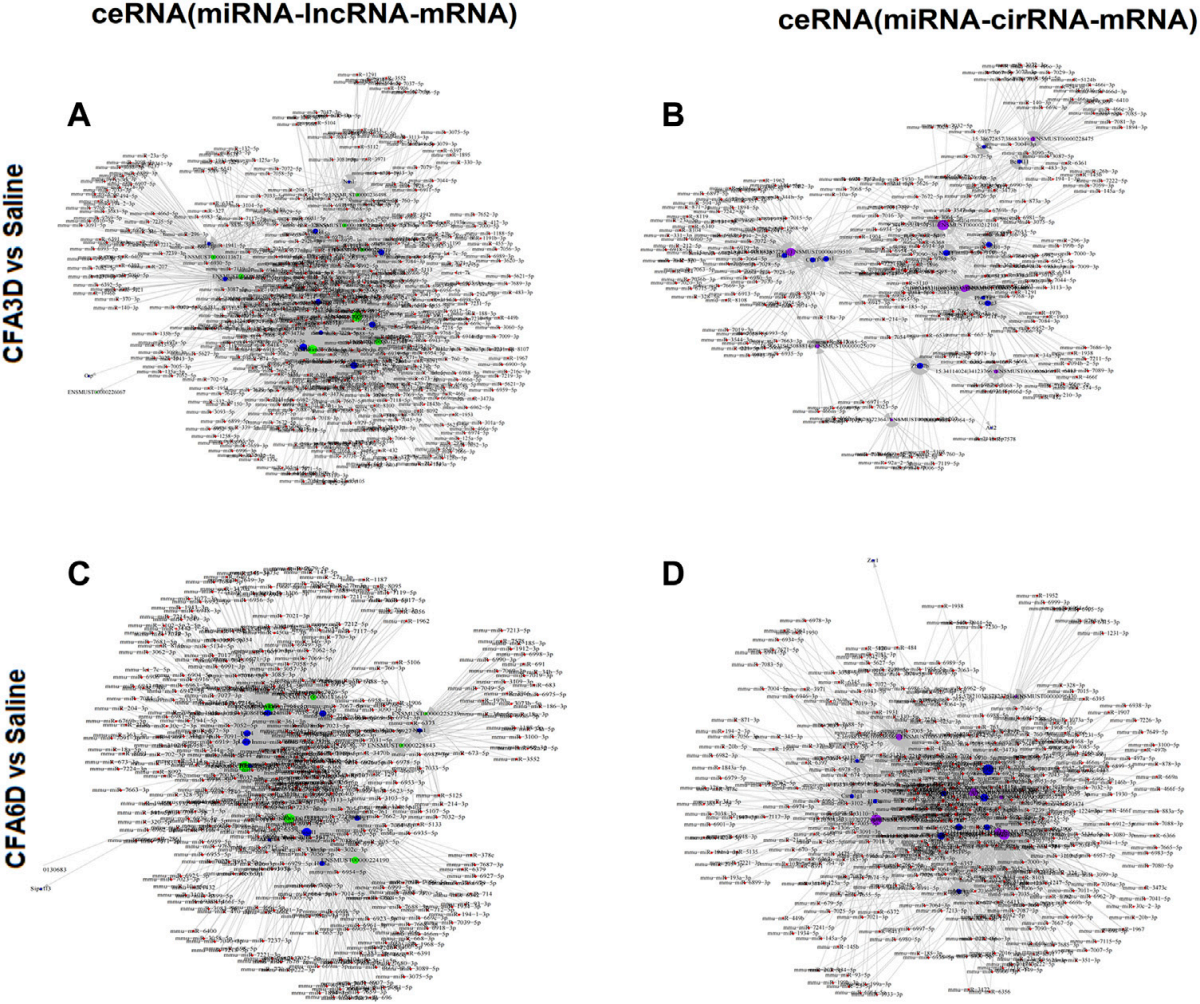
Potential interaction between miRNA–long noncoding RNA (lncRNA)–mRNA networks and miRNA–circular RNA (cirRNA)–mRNA networks in TG regions after temporomandibular joint disorders (TMD). The ceRNA networks were constructed based on the correlation analysis. Red nodes represent miRNAs, green nodes represent lncRNAs, purple nodes represent cirRNAs, and blue nodes represent mRNAs. The ceRNA regulatory network was constructed with the same direction of differential expression (generally positive correlation); otherwise, the ceRNA regulatory network was constructed between multiple groups or repeated samples based on both *p* value ≤ 0.05 and PPC ≥ 0.5 (generally positive correlation). The top 10 lncRNAs and cirRNAs and their target genes are displayed according to their respective network degrees of mRNA, lncRNAs, and cirRNAs. **(A,C)** ceRNA (miRNA–lncRNA–mRNA) network on CFA3D **(A)** and CFA6D **(C)**. **(B,D)** ceRNA (miRNA–cirRNA–mRNA) network on CFA3D **(B)** and CFA6D **(D)**. The detailed gene information is listed in Supplementary Tables S5–S8.

## Discussion

TMD is a major public health problem that affects the patients’ daily activity by compromising their psychosocial functioning and quality of life (King, 2019). TMD mainly affects TG (peripheral nervous system) and Sp5C (central nervous systems) (Gil-Martinez et al., 2018). Researchers have recently focused on studying the potential mechanisms underlying TMD pain and have reported a number of breakthroughs. However, the development of promising treatment options requires unveiling the largely unknown molecular pathways (Gil-Martinez et al., 2018). Convincing evidence has shown that the expression profiles of genetic alteration at the different levels of the nervous system are largely involved in the development and regulation of TMD pain. In this study, we report the transcript alterations of genes associated with pain and emotion in mice after receiving CFA injection. To analyze these alteration levels, we employed the next-generation RNA sequencing assay followed by bioinformatics and pathway analyses to reveal the particular differentially expressed gene patterns and biological networks in the TG in correspondence with TMD-induced nociceptive hypersensitivities and pain-related aversion. In our current study, we detected numerous DEGs associated with GPCR and ion channels, where a lot of DEGs were found to play critical roles in pain or emotion dysfunction. CXCL12 is expressed in various kinds of nociceptive structures in the peripheral and central nervous systems to possess a pronociceptive property (Luo et al., 2016). TRPM8 antagonists inhibited chronic pain and could be a novel therapeutic target for the treatment of the side effect of chemotherapy in migraine (Weyer and Lehto, 2017). It has been reported that Sgk3 expression was downregulated in DRGs of oxaliplatin-induced neuropathic pain rats and SGK3 overexpression significantly inhibited pain (Liu et al., 2015).

Likewise, we identified the changes in lncRNA and circRNA expression after TMD. 

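Summed over their transcripts, Snhg14 stood at 20.96 ± 3.30 FPKM in saline, 19.8 ± 2.47 on CFA3D and 21.8 ± 1.17 on CFA6D, and Gas5 at 54.2 ± 6.43, 50.7 ± 2.65 and 49.8 ± 4.44 FPKM (SD, n = 3 each). The differences between groups were smaller than the spread between the saline libraries.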

The expression of lncRNA Snhg14 and Gas5 were upregulated on both CFA 3D and CFA6D. Wang et al. (2021) demonstrated that the downregulation of lncRNA SNHG14 inhibits FSTL-1-mediated activation of NLRP3 and TLR4/NF-kappa B signaling pathway activation by targeting miR-124-3p, thus attenuating inflammatory reactions in osteoarthritis. However, our sequencing data showed that TMD decreased SNHG14 expression 1.58 times on CFA3D, but a 1.6-time upregulated SNHG14 was found on CFA6D in the TG. 

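The summed Snhg14 transcripts changed by -0.08 on CFA3D and 0.07 on CFA6D on the log2 scale (adjusted p = 0.996 and 0.951 in limma). They were 0.04 on CFA3D without saline replicate 3 and -0.02 on CFA6D without saline replicate 2. The Snhg14 transcripts nearest to the paper's values, chosen for that, were ENSMUST00000185693 on CFA3D, with a change of -1.57 in log2(approximate reads + 1), and ENSMUST00000193102 on CFA6D, with 1.70.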

The expression of lncRNA SNHG14 was controversial during the pain conduction. These findings indicate that the molecular alterations associated with neuropathic pain may depend on etiologies and courses and vary accordingly. For instance, a previous study concluded that GAS5 inhibition modulated the miR-452-5p/CELF2 axis, which resulted in ameliorating CCI-induced neuropathic pain (Tian et al., 2020). Our sequencing data showed that TMD decreased GAS5 expression in the TG 1.8 times lower on CFA3D and 1.4 times lower on CFA6D. This indicated that a totally opposite role of GAS5 might be involved in our pain model, which needs to be confirmed in the future. 

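Over all its transcripts, Gas5 changed by -0.09 on CFA3D and -0.12 on CFA6D, and without saline replicate 3 these were 0.0030 and -0.02. On the scale of log2(approximate reads + 1), the nearest transcripts to the paper's values were ENSMUST00000163081 with -1.82 on CFA3D and ENSMUST00000159157 with -1.38 on CFA6D. In FPKM, the former held 0.466, 0.518 and 0.425 in saline and 0.125, 0.1002 and 0.0942 on CFA3D, a small part of the Gas5 sum.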

CirRNA is uncertain, and the mechanism of action of different diseases is different, which may be a risk factor or a protective factor. Wei et al. (2020) demonstrated that downregulated circRNA zRANB1 mediates Wnt5a/β-catenin signaling to promote neuropathic pain *via* the miR-24-3p/LPAR3 axis in CCI rat models. Consistent with these data, our sequencing data showed that TMD decreased its expression in the TG. However, whether the decreased zRANB1 in the TG contributes to TMD pain needs to be confirmed.

Furthermore, we identified a number of genes related to pain, anxiety, and depression in the TG following TMD. 

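The gene sum of Creb1 was 8.02 ± 0.247 FPKM in saline, 9.64 ± 1.80 on CFA3D and 8.33 ± 1.16 on CFA6D, with log2 fold changes of 0.25 (SE 0.14, adjusted p = 0.997 in limma) and 0.05 (SE 0.14, adjusted p = 0.932). The CFA3D value was 0.10 without CFA3D replicate 2, and the CFA6D value -0.05 without CFA6D replicate 6. Scn8a (chromosome 15, 100869858 to 101045938, plus strand) was at 30.0 ± 1.51, 31.7 ± 3.79 and 37.3 ± 4.18 FPKM, higher by 0.07 and 0.31 (adjusted p = 0.997 and 0.333), and -0.02 on CFA3D without CFA3D replicate 3. Scn8a transcripts went in different directions, and those chosen for lying nearest to the paper's values changed by -6.00 on CFA3D (ENSMUST00000082209) and -4.57 on CFA6D (ENSMUST00000201549) on the scale of log2(approximate reads + 1). For Bdnf, the nearest were ENSMUST00000111042 with 1.25 on CFA3D and ENSMUST00000176893 with 3.82 on CFA6D.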

Consistent with previous studies, Bdnf (Zhang Y. et al., 2016) and Creb1 (Yan et al., 2019) were significantly elevated and Scn8a was robustly decreased in the TG on both CFA3D and CFA6D. Li et al. (2019) reported that Scn8a downregulation could be a novel therapeutic target for the treatment of oxaliplatin-induced neuropathic pain; Scn8a might have an opposite mechanism in our pain model. Oprm1 (Ruano and Kost, 2018) was decreased 3.5 times on CFA3D. 

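The Oprm1 gene sum was 11.4 ± 3.14 FPKM in saline and 12.0 ± 0.879 on CFA3D (SD, n = 3 each), a log2 fold change of 0.10 (adjusted p = 0.997 in limma) that turned to -0.04 without saline replicate 3. Of its 31 transcripts in the mRNA table, ENSMUST00000105611 lay nearest to the paper's value, with a change of -3.47 in log2(approximate reads + 1).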

As reported, the downregulation of Oprm1 gene expression and the decrease in the number of μ opioid receptors lead to a decrease in the response to endogenous or exogenous opioid peptides, a decrease in analgesic effect, and ultimately a decrease in pain threshold and aggravation of pain, consistent with our sequencing data that decreased Oprm1 enhanced pain on CFA3D. However, there was a discrepancy in the expression of Oprm1. 

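On CFA6D, the Oprm1 gene sum was 13.1 ± 1.61 FPKM, a log2 fold change of 0.22 from saline (0.08 without saline replicate 3), within the spread of the saline libraries.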

Oprm1 was downregulated at day 3 and upregulated at day 6 in the TG after CFA injection. These results may imply that TG Oprm1 expression is time dependent post inflammation.

Analysis based on GO term and KEGG pathway enrichment in the TG revealed prominent enrichments in the MAPK signaling pathway, cAMP signaling pathway, Fc gamma R-mediated phagocytosis, Rap1 signaling pathway, NF-kappa B signaling pathway, and chemokine signaling pathway. Consistent with this finding, functional analyses indicated that DEGs associated with pain, depression, and anxiety were highly related to apoptosis and neuroinflammation, which are considered important in pain states (Chelyshev Iu et al., 2001; Ji et al., 2018; Matsuda et al., 2019). Among the overlapped pain-related DEGs, the amounts of Bdnf, Scn8a, Dnmt1, Dnmt3a, Kcnn2, and Creb1 were sharply changed in the TG on both CFA3D and CFA6D following TMD. 

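Kcnn2 (chromosome 18, 45268860 to 45686024, plus strand) had the largest CFA6D change of these gene sums, from 5.65 ± 1.78 FPKM in saline to 3.61 ± 1.04 (SD, n = 3 each), a log2 fold change of -0.63 (SE 0.25, adjusted p = 0.398 in limma), after 4.88 ± 0.208 FPKM on CFA3D. Its CFA3D change of -0.16 turned to 0.07 without saline replicate 3, and its CFA6D change was -0.38 without CFA6D replicate 4. Dnmt3a stood at 13.5 ± 1.76, 12.3 ± 1.01 and 12.4 ± 1.05 FPKM in the 3 groups, with log2 fold changes of -0.12 and -0.11, which shrank to -0.03 and -0.02 without saline replicate 1.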

Evidence indicated that BDNF and its receptor (tropomycin receptor kinase B) play a crucial role in the pathophysiology of depression and the associated therapeutic mechanisms (Zhang J. C. et al., 2016). Moreover, the upregulation of BDNF in the spinal dorsal horn has been reported to activate glial cells and promote NP (Zhou et al., 2021). The inhibition of CREB/BDNF in the anterior cingulate cortex (ACC) reversed pain sensitivity and anxiety–depression behavior induced by peripheral nerve injury (Wen et al., 2022). The deletion of NOS1 reduced paw edema and mechanical allodynia, as well as a modest rapid recovery from thermal hyperalgesia in chronic inflammatory pain (Leanez et al., 2009). However, decreased NOS1 expression in the ACC was found in depression in depressive patients (Gao et al., 2013). Taken together, the remarkable overlapped DEGs were considered as the most potential candidates by researchers for the investigations related to pain and depressive disorders. Although the present study demonstrated the alterations in gene transcript and revealed their functional analyses in the TG, further investigations are needed to confirm whether these changes contribute to the maintenance and induction of TMD pain. It should also be determined further whether the aforementioned changes can serve as new targets for treatments.

## Conclusion

In our present study, we have provided the unique gene expression profiles of mRNAs, circRNAs, and lncRNAs for the first time in the TG. Using different bioinformatics analyses, we have revealed the implication of apoptosis and neuroinflammation in the pathogenesis of TMD. By comparing the results of RNA sequencing, this study provides a more thorough analysis of altered genetic expression in three distinct pain-related regions. Overall, these findings present comprehensive information that may help and facilitate the development and discovery of analgesic strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for iotechnology Information (NCBI): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207126

# Supplementary material for: RNA sequencing profiling of mRNAs, long noncoding RNAs, and circular RNAs in Trigeminal Ganglion following Temporomandibular Joint inflammation
**Source:** Front Cell Dev Biol. 2022 Aug 16;10:945793. doi: 10.3389/fcell.2022.945793
**Supplement:** Supplementary file 1

**Supplementary Table 4 overlapped genes between pain and Anxiety/Depression related genes**

| **Anxiety/Depression related genes** | **Pain related genes in TG** | | |
| --- | --- | --- | --- |
|  | **DE CFA 3d** | **DE CFA 6d** | **DE CFA3d ＆ CFA6d** |
| **Anxiety** | **59genes：**irak1,p2rx7,apoe,nf1,  atrip,slc2a1,gtf2ird1,  oprm1,nsd1,gnas,brca2,  ppox,kif1b,pik3ca,tcf4,  cacna1g,tbl2,fkrp,wwox,  pdcd1,bdnf,nos1,hnrnpk,  lifr,creb1,foxp1,cr2,  lmna,tnf,flcn,ncf1,scn8a,  dnmt3a,ccl5,cldn3,grin2a,  fgfr3,trex1,esr1,irf5,  dmd,pdyn,pomc,limk1,  men1,mlxipl,capn3,pms2,  nr3c1,gnb3,gla,ush2a,  p2ry12,dhx30,scn2a,  deaf1,prl,kmt2b,ctnnb1 | **57genes：**  scn8a,capn3,gtf2i,polg,  nr3c1,bdnf,p2ry12,  cr2,flcn,lrrc56,grin2a,  hnrnpk,dnmt3a,  hnrnpa1,cacna1g,  wt1,gnas,lmna,psenen,  foxp1,dmd,tcf4,pms1,  mthfr,creb1,pms2,  cdkl5,nos1,oprm1,nras,  mapt,clcn1,pik3ca,akt1,  ncf1,wwox,oxt,slc2a1,  ghrl,kif1b,nf1,brca2,  cnr2,stxbp1,ptpn22,  fkrp,il18,alad,spp1,  slc6a4,zeb2,irf5,fgfr3,  gtf2ird1,oprl1,irak1,  nsd1 | **33genes：**  irak1,nf1,slc2a1,  gtf2ird1,oprm1,nsd1,  gnas,brca2,kif1b,  pik3ca,tcf4,cacna1g,  fkrp,wwox,bdnf,nos1,  hnrnpk,creb1,foxp1,  cr2,lmna,flcn,ncf1,  scn8a,dnmt3a,grin2a,  fgfr3,irf5,dmd,capn3,  pms2,nr3c1,p2ry12 |
| **Depression** | **62genes：**  irak1,p2rx7,apoe,ext2,  nf1,psap,atrip,slc2a1,  dnmt1,oprm1,nsd1,  tnfrsf1a,gnas,brca2,  palb2,ppox,pik3ca,  tcf4,neb,col11a2,  cacna1g,adra1a,wwox,  pdcd1,bdnf,nos1,gria3,  creb1,tnf,eif2b5,atrx,  ccl5,smad4,grin2a,fgfr3,  trex1,esr1,dmd,pdyn,  pomc,limk1,lpl,men1,  mlxipl,hp,pms2,nr3c1,  gnb3,gla,actb,slc17a5,  ush2a,raf1,egf,dhx30,  pparg,scn2a,ryr1,deaf1,  prl,kmt2b,ctnnb1 | **54genes：**psap,gtf2i,ebf3,polg,  nr3c1,bdnf,ccr6,pparg,  grin2a,raf1,hnrnpa1,  cacna1g,egf,gnas,  col2a1,dmd,tcf4,lpl,  mthfr,creb1,pms2,  cdkl5,piga,atrx,nos1,oprm1,nras,fgf23,fgfr2,  mapt,clcn1,pik3ca,akt1,  vegfa,wwox,oxt,vcam1,  slc2a1,ghrl,dnmt1,nf1,  brca2,cnr2,mmp9,  stxbp1,ptpn22,il18,  col11a2,slc6a4,zeb2,  fgfr3,gria3,irak1,nsd1 | **28genes：**irak1,nf1,psap,slc2a1,  dnmt1,oprm1,nsd1,gnas,  brca2,pik3ca,tcf4,col11a2,  cacna1g,wwox,bdnf,nos1,  gria3,creb1,atrx,grin2a,  fgfr3,dmd,lpl,pms2,nr3c1,  raf1,egf,pparg |
| **Anxiety and Depression** | **42genes：**  irak1,p2rx7,apoe,nf1,  atrip,slc2a1,oprm1,  nsd1,gnas,brca2,ppox,  pik3ca,tcf4,cacna1g,  wwox,pdcd1,bdnf,  nos1,creb1,tnf,ccl5,  grin2a,fgfr3,trex1,esr1,  dmd,pdyn,pomc,limk1,  men1,mlxipl,pms2,  nr3c1,gnb3,gla,ush2a,  dhx30,scn2a,deaf1,prl,  kmt2b,ctnnb1 | **36genes：**gtf2i,polg,nr3c1,bdnf,  grin2a,hnrnpa1,cacna1g,  gnas,dmd,tcf4,mthfr,  creb1,pms2,cdkl5,nos1,  oprm1,nras,mapt,clcn1,  pik3ca,akt1,wwox,oxt,  slc2a1,ghrl,nf1,brca2,  cnr2,stxbp1,ptpn22,il18,  slc6a4,zeb2,fgfr3,irak1,  nsd1 | **19genes：**  irak1,nf1,slc2a1,oprm1,  nsd1,gnas,brca2,pik3ca,  tcf4,cacna1g,wwox,  bdnf,nos1,creb1,grin2a,  fgfr3,dmd,pms2,nr3c1 |

,

# Supplementary material for: RNA sequencing profiling of mRNAs, long noncoding RNAs, and circular RNAs in Trigeminal Ganglion following Temporomandibular Joint inflammation
**Source:** Front Cell Dev Biol. 2022 Aug 16;10:945793. doi: 10.3389/fcell.2022.945793
**Supplement:** Supplementary file 2

Supplementary Table 1. Altered Expression Profiles of mRNAs, lncRNAs and circRNAs in the TG After TMD

| **mRNA**  **(top 10)** | **Saline** | **CFA3D+** | **CFA6D+** | **mRNA (top 10)** | **Saline** | **CFA3D-** | **CFA6D-** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Per1** | 0.00 | 7.37 | 12.62 | **Trappc1** | 7.10 | 0.00 | 0.00 |
| **Tnpo3** | 2.93 | 10.52 | 10.53 | **Lef1** | 6.10 | 0.00 | 0.00 |
| **Sbf1** | 0.00 | 8.83 | 8.21 | **Prdx6** | 5.66 | 0.00 | 0.00 |
| **Col15a1** | 0.00 | 11.79 | 3.82 | **Gatad2b** | 5.58 | 0.00 | 0.00 |
| **Ctbp1** | 0.00 | 7.31 | 8.28 | **Pdzd7** | 5.49 | 0.00 | 0.00 |
| **Slc25a22** | 0.00 | 8.83 | 5.46 | **Mphosph9** | 5.33 | 0.00 | 0.00 |
| **Prom1** | 0.00 | 8.36 | 5.67 | **Pcid2** | 5.21 | 0.00 | 0.00 |
| **Fat1** | 0.88 | 9.35 | 4.26 | **Cyp26b1** | 4.81 | 0.00 | 0.00 |
| **Flna** | 0.00 | 7.81 | 3.90 | **Ube2k** | 4.76 | 0.00 | 0.00 |
| **Eya3** | 0.00 | 7.36 | 3.55 | **Ucp1** | 6.26 | 1.42 | 2.56 |
| **lncRNA**  **(top 10)** | **Saline** | **CFA3D+** | **CFA6D+** | **lncRNA**  **(top 10)** | **Saline** | **CFA3D-** | **CFA6D-** |
| **AI847159** | 1.05 | 4.13 | 4.12 | **BC002059** | 4.99 | 0.94 | 0.97 |
| **A230056P14Rik** | 0.75 | 3.56 | 3.60 | **Wbscr25** | 2.53 | 0.00 | 0.00 |
| **9530082P21Rik** | 0.83 | 3.57 | 3.69 | **Gm33466** | 2.50 | 0.00 | 0.00 |
| **AC154257.1** | 0.00 | 2.53 | 3.25 | **Gm26671** | 2.42 | 0.00 | 0.00 |
| **Gm3455** | 0.00 | 2.94 | 2.75 | **Gm42765** | 2.21 | 0.00 | 0.00 |
| **Gm15872** | 0.00 | 2.56 | 2.81 | **Gm44785** | 2.07 | 0.00 | 0.00 |
| **Runx2os1** | 0.51 | 3.12 | 2.73 | **Gm11837** | 2.87 | 0.00 | 0.84 |
| **Gm14207** | 0.36 | 3.22 | 2.36 | **4632427E13Rik** | 3.55 | 1.55 | 0.00 |
| **Gm10640** | 0.00 | 2.67 | 2.48 | **Gm16555** | 3.57 | 1.36 | 1.60 |
| **Gm32591** | 0.00 | 2.42 | 2.34 | **RMST_1** | 4.05 | 2.11 | 1.40 |
| **cirRNA** | **Saline** | **CFA3D+** | **CFA6D+** | **cirRNA** | **Saline** | **CFA3D-** | **CFA6D-** |
| **Bnc2** | 2.86 | 4.34 | 4.65 | **Hsdl2** | 2.53 | 0.00 | 0.00 |
| **Mfsd14a** | 1.26 | 3.42 | 3.49 | **Edil3** | 2.37 | 0.00 | 0.00 |
| **Klhl8** | 1.01 | 3.10 | 3.51 | **Psma6** | 2.76 | 0.50 | 0.00 |
| **Hmgxb3** | 0.00 | 2.86 | 2.37 | **Nf2** | 3.04 | 1.38 | 0.00 |
| **Auh** | 0.00 | 2.31 | 2.50 | **Anks1b** | 4.17 | 1.33 | 2.03 |
|  |  |  |  | **Zfp407** | 3.30 | 1.48 | 1.70 |

# Supplementary material for: RNA sequencing profiling of mRNAs, long noncoding RNAs, and circular RNAs in Trigeminal Ganglion following Temporomandibular Joint inflammation
**Source:** Front Cell Dev Biol. 2022 Aug 16;10:945793. doi: 10.3389/fcell.2022.945793
**Supplement:** Supplementary file 7

**Supplementary Table 3: Overlapped pain related genes across different groups in present study.**

# Supplementary material for: RNA sequencing profiling of mRNAs, long noncoding RNAs, and circular RNAs in Trigeminal Ganglion following Temporomandibular Joint inflammation
**Source:** Front Cell Dev Biol. 2022 Aug 16;10:945793. doi: 10.3389/fcell.2022.945793
**Supplement:** Supplementary file 10

**Supplementary Table 2 overlapped genes between pain and neuroinflammation related genes**

| **Neuroinflammation /apoptosis related genes** | **Pain related genes in different regions** | | |
| --- | --- | --- | --- |
|  | **DE CFA 3d** | **DE CFA 6d** | **DE CFA3d ＆ CFA6d** |
| **Apoptosis** | **48genes：**  irak1,p2rx7,apoe,dnmt1,  psmb8,tnfrsf1a,brca2,  cxcl12,pik3ca,met,  hmgb1,alox5,nfkb1,wwox,pdcd1,bdnf,nos1,hnrnpk,  creb1,smad3,lmna,abcc1,  myc,hgf,tnf,prkcd,ccl5,  ndrg1,smad4,fgfr3,esr1,  stk11,ptges,il6st,nr3c1,  actb,cd8a,raf1,tgfbr1,egf,  pparg,rara,cd36,tet2,  thpo,numa1,prl,ctnnb1; | **55genes**  irf1,tert,nr3c1,bdnf,  pdgfra,pparg,hnrnpk,il6st,  raf1,hnrnpa1,cd36,wt1,  numa1,egf,ccr5,lmna,  rara,cdkn2a,atm,cd8a,  creb1,anxa5,src,alox5,  syk,nos1,fn1,prkcd,  nfkbia,nras,top2a,fgfr2,  mpo,mapt,kit,cxcl12,  pik3ca,akt1,pml,vegfa,  wwox,vcam1,dnmt1,brca2,mmp9,ppara,myb,nod2,  tnfsf11,il18,spp1,met,cd4,  fgfr3,irak1; | **33genes：**lmna,bdnf,madd,nos1,  irak1,fgfr3,wwox,nr3c1,  hnrnpk,creb1,egf,dnmt1,  cxcl12,mdm2,il6st,  prkcd,pik3ca,brca2,cd8a,  met,rara,bcl2l1,numa1,  tlr3,pla2g6,ntn1,s100a9,  cd36,raf1,alox5,abcg2,  pparg,itgam; |
| **Inflammation** | **62genes**  irak1,ciita,p2rx7,apoe,nf1,atrip,psmb8,ccl3,tnfrsf1a,brca2,cxcl12,p4ha2,  pik3ca,met,tcf4,hmgb1,  alox5,nfkb1,pdcd1,bdnf,  nos1,tcirg1,cx3cr1,creb1,  smad3,tlr5,prtn3,cr2,  lmna,tlr1,hgf,tnf,prkcd,  ncf1,ccl5,smad4,fgfr3,trex1,esr1,irf5,pomc,gne,  dars2,ptges,lpl,il6st,hp,  nr3c1,dsp,cd8a,tgfbr1,  egf,cd244,slc17a5,  pparg,cfh,cd36,f8,krt16,  prl,ctnnb1,mb; | **69genes：**  irf1,tert,nr3c1,gne,bdnf,  cr2,f8,ccr6,pparg,lrrc56,  lpin2,il6st,cd36,wt1,  krt16,tek,egf,p4ha2,ccr5,  col2a1,lmna,dars2,cd8a,  cd8a,tcf4,mbtps2,lpl,  mthfr,creb1,anxa5,src,  alox5,syk,nos1,fn1,prkcd,  nfkbia,f5,f13a1,fgf23,  nlrp12,fgfr2,mpo,mapt,  cxcl12,prtn3,pik3ca,akt1,  ncf1,vegfa,vcam1,ghrl,  nf1,brca2,mmp9,ldlr,  ppara,nod2,ptpn22,tnfsf11,  il18,spp1,met,ccl3,irf5,  cd4,fgfr3,acp5,ciita,irak1; | **40genes：**  f8,lmna,bdnf,ciita,nos1,  sell,irak1,ccl3,fgfr3,  nr3c1,sag,creb1,p4ha2,  col7a1,egf,cxcl12,il6st,  prkcd,irf5,pik3ca,brca2,  cd8a,lpl,tcf4,met,krt16,  cr2,bcl2l1,prtn3,dars2,  ncf1,gne,nf1,tlr3,s100a9,  cd36,alox5,abcg2,pparg,  Itgam; |
| **Apoptosis, Inflammation and Immunity** | **28genes:**  irak1,p2rx7,Apoepsmb8,  tnfrsf1a,brca2,cxcl12,  pik3ca,met,hmgb1,alox5,  nfkb1,pdcd1,nos1,smad3,  tnf,prkcd,ccl5,fgfr3,il6st,  nr3c1,cd8a,tgfbr1,egf,  pparg,cd36,prl,ctnnb1; | **32genes：**  irf1,tert,nr3c1,pparg,  il6st,cd36,egf,ccr5,cd8a,  src,alox5,syk,nos1,fn1,  prkcd,nfkbia,mpo,cxcl12,  pik3ca,akt1,vegfa,vcam1,  brca2,mmp9,nod2,tnfsf11,  il18,spp1,met,cd4,fgfr3,  irak1; | **15genes：**  irak1,brca2,cxcl12,  pik3ca,met,alox5,nos1,  prkcd,fgfr3,il6st,nr3c1,  cd8a,egf,pparg,cd36; |

,

How the deposited data were processed for this re-analysis (not part of the article)

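RNA of the trigeminal ganglion was analysed in 9 libraries of mice injected in the TMJ with saline (replicates 1 to 3) or CFA (CFA3D replicates 1 to 3 and CFA6D replicates 4 to 6). Each library pooled 3 mice. The authors deposited FPKM values per transcript in separate tables of mRNA, lncRNA and other noncoding RNA, made from trimmed reads mapped to GRCm38. The methods name CLC Genomics Workbench for expression levels and do not mention FPKM. All per-sample columns of these tables were used (0 were left out). The circRNAs, the RT-PCR measurements and the behavioural data were not analysed here.

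Transcripts were joined by name to GENCODE release 21 for mouse, which gave gene names, lengths and positions. The worth of 1 read pair in a library was taken from the step at which low products of FPKM and length pile up. It was checked on simulated values of known step. At the depths found, 1 read pair in a transcript of 1 kb was worth 0.0237 to 0.0333 FPKM. The tables also hold smaller values, so transcripts can be listed with less than 1 read pair. Approximate reads were computed from FPKM, length and this worth. Gene sums add up the FPKM of all transcripts of a gene in the same table.

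Values were compared as log2(FPKM + 0.1) in limma 3.58.1 under R 4.3.3, with a linear model of the 3 groups and empirical Bayes moderation with a trend in the mean. All 9 libraries entered each fit, and no covariate was used. The comparisons were CFA3D with saline, CFA6D with saline, both CFA days with saline, and CFA6D with CFA3D. Transcripts and gene sums with a mean of at least 0.1 FPKM were tested. The paper gives a p cutoff of 0.05, and its scatter plots have lines at a log2 fold change of 1. A call therefore needed an unadjusted p under 0.05 and a log2 fold change of at least 1 in size. Benjamini-Hochberg adjusted p-values were computed over everything tested in a table. Lists of marker genes were tested on gene sums with camera in limma at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. There were 15 lists written before the data were examined and 3 added after. The other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

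With 3 libraries against 3, the smallest exact permutation p of a single value is 0.1, so no permutation p is given for single genes. On simulated data, 200 mRNA transcripts moved by 2 on the log2 scale were called in the right direction in 89.5% of cases and reached an adjusted p under 0.05 in 39.5%. For gene sums these shares were 97% and 84%. A simulated shift of 1 marker list was found, and no other of the 15 lists passed.

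The comparisons, tests, cutoffs and main settings were chosen before the data were examined. The check on shared controls had been set as a permutation of residuals. That permutation gave degenerate values with 3 libraries per group, so it was replaced after it had been run. Its replacement was a simulation of unchanged groups, in which each transcript kept its mean and received normal noise of its pooled SD within groups, in 100 draws. The simulation treats transcripts as independent and so understates the spread of the shared counts.

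The genes named in the text were set by rule. They are every gene and lncRNA that the paper's results or discussion name as changed, every mRNA and lncRNA of Supplementary Table 1, and from each comparison and table the 3 with the largest change among those with an adjusted p under 0.05 and no overlap between groups. Where fewer than 3 had such a p, the 3 with the smallest p among the called were taken. For genes with several transcripts the gene sum is given first. Transcripts said to lie nearest to a value of the paper were chosen by that closeness after the values were seen, so their match is partly by selection.

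The alternatives were pseudocounts of 0.01 and 1, a mean FPKM of at least 1, no filter, quantile normalization, fits with only the groups compared, no fold change minimum, the replicate number as a block, the transcript with the highest mean FPKM in place of the gene sum, and leaving out each library in turn. The scale of log2(approximate reads + 1) was added after the data had been seen. Explanations were weighed by tests whose outcomes are given in the closing section, and the thresholds that read these tests were written after their values had been seen.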

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

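The tests of blood, neutrophil influx, pituitary RNA, muscle RNA, time of day and foreign tissue, the splits for the glucocorticoid response genes and the 3 added lists were chosen only after the results they bear on had been seen.

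The paper does not report on the table of other noncoding transcripts, and a signal was found there. On CFA3D, 181 of 7989 tested transcripts were called and none had an adjusted p under 0.05 in limma (355 had an unadjusted p under 0.05). On CFA6D, 227 were called and 4 had an adjusted p under 0.05. Mir3101 had 0.0370, 0.0439 and 0.0273 FPKM in saline and 3.87, 3.04 and 5.27 FPKM on CFA6D, a log2 fold change of 4.90 (adjusted p = 8.65e-05 in limma). Nlrp5-ps changed by -3.92 (adjusted p = 0.0114 in limma) and AC154912.3 by 2.82 (adjusted p = 0.0429 in limma). Mir3101 lies inside Rab4b on the same strand, and AC154912.3 inside Fkbp5 on the same strand, so their values are uncertain. The Rab4b gene sum changed by 0.04 and that of Fkbp5 by 0.72 (adjusted p = 0.457 in limma). On CFA3D, the called transcripts with the smallest p were Gm38038 (-1.92), Gm22980 (-1.15) and Ighv8-8 (-2.03). Of the 10 splits of the 6 libraries, 10 gave as many calls as the real split on CFA3D and 3 on CFA6D, the real split included. On CFA6D the 4 with an adjusted p under 0.05 were reached by the real split alone, the others giving 0 to 2. An effect of CFA and a split at random cannot be told apart even so, because 10 splits cannot give a share under 0.1.

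A direct comparison of the days gave 10 mRNA transcripts with an adjusted p under 0.05 in limma between CFA6D and CFA3D. As many calls as the 1482 found were given by 3 of the 10 splits of these 6 libraries, and as many as 10 transcripts with an adjusted p under 0.05 by 8, so a difference between days and a split at random cannot be told apart here either. In the other noncoding table, 4 transcripts had an adjusted p under 0.05 in limma between the days, 2 higher and 2 lower on CFA6D. Mir3101 changed by 5.06 (adjusted p = 6.37e-05) and Nlrp5-ps by -3.59 (adjusted p = 0.0171). Gm23178 was lower on CFA6D than on CFA3D by 3.39 (adjusted p = 0.0171 in limma). It lies inside Ebf2 on the opposite strand, and the Ebf2 gene sum fell by 1.12 in the same comparison.

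Of the 15 marker lists, 6 differed between the days at an adjusted p under 0.05 (camera in limma). These were the neutrophil (median log2 fold change 2.74), pituitary (1.66), immediate early (0.45), nerve injury (0.17), macrophage (-0.34) and satellite glia (-0.34) lists, higher or lower on CFA6D than on CFA3D. Without CFA6D replicate 6 these medians were 1.24 for neutrophil, 2.50 for pituitary, 0.30 for immediate early, 0.098 for nerve injury and -0.65 for macrophage. Without CFA6D replicate 4 pituitary was at 1.09, macrophage at -0.13 and satellite glia at -0.20, without CFA3D replicate 1 nerve injury at 0.10, and without CFA3D replicate 2 or 3 macrophage at -0.12 or -0.52. Among the 3 lists added later, bone (1.36), bone marrow (1.05) and glucocorticoid response (0.60) genes were higher on CFA6D. Without CFA6D replicate 6 bone was at 0.49 and marrow at 0.24, and without CFA3D replicate 3 glucocorticoid response was at 0.31. None of the 15 lists passed with fry or with an estimated correlation. As many lists as on the real split passed in 5 of 10 splits of CFA3D and saline and in 7 of 10 splits of CFA6D and saline, so neither count can be told apart from a split at random.

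The neutrophil pattern rested on CFA6D replicate 6, in which all 12 genes were highest. S100a8 was at 901 FPKM and S100a9 at 1024 FPKM there, against at most 44.99 FPKM of S100a8 in any other library. The data argue against more blood in that library as the source, since the blood list was 1.19 times the median of the others there. A candidate explanation is cells of bone marrow in CFA6D replicate 6, where 18 of the 19 tested marrow genes were highest, as were 8 of 10 bone genes. Their medians on CFA6D against saline were 0.61 (adjusted p = 0.0633 in limma) for marrow and 0.60 for bone, and -0.11 and -0.04 without that library. On CFA3D against saline, marrow was at -0.37 (adjusted p = 0.000167 in limma; -0.70 without CFA3D replicate 2) and bone at -0.24 (adjusted p = 0.0308 in limma; -0.59 without CFA3D replicate 1 and -0.08 without saline replicate 3), which adds to the differences between the days. Ngp and Mpo, which stood at 334 and 32.2 FPKM there, belong to cells of the marrow. An influx of neutrophils in every CFA6D pool stays open, because the list median of 1.90 became 0.52 without replicate 6 and the list medians of log2(FPKM + 0.1) in replicates 4 and 5, 2.74 and 2.87, lie below the 3.08 of saline replicate 1. This part cannot be told apart with 2 pools.

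Saline replicate 3 does not enter the pituitary difference between the days of 1.66. That difference lay in CFA6D replicates 4 and 5, whose list medians of log2(FPKM + 0.1) were 0.46 and 0.53, against -2.35 to -2.30 on CFA3D and -1.97 in CFA6D replicate 6. Of the 14 list genes, 11 were higher in both of these libraries than in the other 4 CFA libraries, and without the 2 the median was 0.22. Pituitary RNA in CFA6D replicates 4 and 5 is a candidate explanation, with Pomc at 282 and 343 FPKM. An effect of CFA on day 6 stays open, because these are 2 of its 3 pools.

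Against saline, the pituitary list was lower on CFA3D (median -2.0002, adjusted p = 6.12e-09 in limma). In saline replicate 3, 13 of the 14 list genes were highest, with Gh at 9120 FPKM and Prl at 1082 FPKM. Gh stood at 92.7 and 7.33 FPKM in the other saline libraries and at 742 FPKM in CFA6D replicate 4. Without saline replicate 3 the CFA3D median was -0.02 and the CFA6D median moved from -0.44 to 1.60. Pituitary RNA carried into saline replicate 3 is a candidate explanation of the lower list against saline.

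For the glucocorticoid response genes, all 3 CFA6D libraries moved together. The list median on CFA6D against saline was 0.70 (adjusted p = 3.11e-08, camera in limma over the 3 added lists) and 0.04 on CFA3D. On CFA3D it lay between -0.13 (without saline replicate 3) and 0.28 (without CFA3D replicate 3). The added lists were not run with fry or an estimated correlation, with which none of the 15 lists passed. Because the list was added after the results had been seen, its p-value is not independent evidence. The CFA6D median lay between 0.46 (without saline replicate 3) and 0.85 (without saline replicate 1), and 15 of the 18 genes were highest in CFA6D replicate 5. Ddit4 rose by 1.66, Arrdc2 by 1.41, Sgk1 by 1.22, Nfkbia by 1.15 and Per1 by 1.11. Foreign tissue in CFA6D replicate 6 is argued against, since the median without it was 0.76. A different time of day of tissue collection may be the source. The 11 circadian genes outside the list had a median absolute change of 0.27, at percentile 98.8 of 10000 random lists matched on expression. That measure ignores the direction of change, and of these genes only Clock, at -0.48, had an unadjusted p under 0.05 in limma. The percentile therefore does not show that the circadian genes moved together, and it does not decide for the time of day. This comparison with random lists was tried last, after camera and after the size of the median alone. That size had first been read as excluding the time of day, a reading that was dropped. Camera on the whole circadian list, whose members went both ways, gave a median of -0.07 (adjusted p = 0.348 in limma). Only 1 of the 10 splits of CFA6D and saline, the real one, gave as large a median, which is the smallest share that 10 splits can give. Time of collection, handling stress and an effect of CFA on day 6 stay open.

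The immediate early, nerve injury, macrophage and satellite glia differences between the days had no technical test of their own, and no biological explanation was tested beyond the day itself.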

How the results depend on the processing

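No test of this part was chosen after its result, apart from the scale of log2(approximate reads + 1), which was added after the data had been seen. On that scale each total count stayed within 1.5 times its value. The upregulated lncRNAs shared by both days went from 15 to 26 and the downregulated from 15 to 12, and the upregulated gene sums on CFA3D went from 12 to 22.

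The counts of calls moved most with the pseudocount, the filter and the fold change minimum. A pseudocount of 1 gave 248 mRNA calls on CFA3D, 303 on CFA6D, 194 for both days together, 266 between the days and 81 shared by the days. It gave 5 (4 upregulated) and 8 (7 upregulated) lncRNA calls with 0 shared, 9 (4 upregulated) and 9 (4 upregulated) of other noncoding transcripts, and 9 (1 upregulated) and 21 (19 upregulated) gene sums. A mean FPKM of at least 1 gave 353, 445, 316, 382 and 133 mRNA calls in the same order, 5, 14 and 1 for lncRNAs, 14 and 24 for other noncoding transcripts, and 18 and 39 for gene sums. This filter tests fewer transcripts. With no fold change minimum there were 3112, 4531, 3848, 3610 and 1077 mRNA calls, 228, 382 and 72 for lncRNAs, 355 and 509 for other noncoding transcripts, and 717 (587 upregulated) and 1782 for gene sums. Fits with only the groups compared gave 19 shared lncRNA calls. A pseudocount of 0.01 gave 386 upregulated of 536 shared mRNA calls. Except for what the construction of the filter and the minimum shows, the cause was not tested.

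Quantile normalization passed 8 marker lists on CFA3D, against 5. With fry, 0 lists passed on CFA3D and 0 on CFA6D, and camera with an estimated correlation gave 0 and 0. The cause was not tested.

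Saline and CFA3D share the replicate numbers 1 to 3. The deviations of libraries with the same number correlated with r = 0.088, -0.078 and 0.030, so the numbers do not pair the samples. With the number as a replicate block, 116 gene sums were called on CFA3D, 1536 mRNA, 102 lncRNA and 198 other noncoding transcripts, and 7 marker lists passed.

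Leaving out each library in turn moved the mRNA calls from 1480 to 1904 on CFA3D, 1706 to 2210 on CFA6D, 1318 to 1963 for both days together (highest without saline replicate 3), 1515 to 1784 between the days, and 388 to 739 for those shared (highest without saline replicate 3). The lncRNA calls lay from 98 to 142, 144 to 184 and, shared, 26 to 61 (highest without saline replicate 3, and 53 without saline replicate 2). Other noncoding calls lay from 180 to 246 and 221 to 313. Gene sums lay from 46 to 108 on CFA3D (103, 88 and 108 without saline replicates 1, 2 and 3) and 86 to 240 on CFA6D. The latter were 240 without CFA6D replicate 4, 164 without replicate 5, 159 without replicate 6 (52 upregulated) and 147 without saline replicate 3. Marker lists past the threshold numbered 3 (without saline replicate 2) to 9 (without CFA3D replicate 1) on CFA3D and 4 to 7 on CFA6D. Genes of Supplementary Table 3 with the paper's sign numbered 99 to 115 and 103 to 117.

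Among 42 values of named genes, 18 changed sign in a fit without a library. Their ranges on CFA3D were -0.34 to 0.30 (Per1), -0.57 to 0.20 (Nos1), -0.14 to 0.28 (Nfkbia), -0.0011 to 0.14 (Madd), -0.094 to 0.10 (Irak1), -0.019 to 0.15 (Scn8a), -0.085 to 0.11 (Nf1), -0.036 to 0.14 (Nsd1), -0.041 to 0.31 (Oprm1), -0.34 to 0.075 (Kcnn2), -0.14 to 0.0030 (Gas5) and -0.17 to 0.043 (Snhg14). On CFA6D they were -0.071 to 0.46 (Nos1), -0.00093 to 0.19 (Nf1), -0.10 to 0.11 (Slc2a1), -0.048 to 0.081 (Nsd1), -0.053 to 0.15 (Creb1) and -0.025 to 0.19 (Snhg14). The transcript with the highest mean FPKM went against the gene sum for Per1 (4.03), Nfkbia (-0.0097), Madd (-0.33), Wwox (-0.17) and Snhg14 (0.078) on CFA3D and for Bdnf (-0.037), Madd (-0.17), Irak1 (0.37) and Dnmt1 (-0.31) on CFA6D. Quantile normalization reversed the CFA3D values of Nfkbia (-0.025), Irak1 (-0.057), Scn8a (-0.013) and Nsd1 (-0.029), and a pseudocount of 1 that of Nos1 (0.0021). In the other fits of these genes, 318 values without a library and 103 under other settings kept their direction and their side of an unadjusted p of 0.05, 25 and 6 became weaker, and 8 and 3 stronger. The cause was not tested.

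Depth limits the lowest transcripts. A change in a transcript near 0.1 FPKM rests on few read pairs.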

Differences from the paper's values

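No test of this part was chosen after the result was seen, apart from the scale of log2(approximate reads + 1) and the reading of the text's gene values as plain folds.

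The paper gives 3914 changed mRNAs on CFA3D (1704 upregulated, 2210 downregulated), where 1455 transcripts were called here (797 and 658). On CFA6D the paper gives 4234 (2304 and 1930) and 1710 were called (980 and 730). With no fold change minimum, an alternative set before the data were examined, all of these except the downregulated mRNAs on CFA3D came within 1.5 times the paper's values, and none of the other alternatives set before the data were examined did so. For lncRNAs the paper gives 281 on CFA3D (117 and 164), against 99 (40 and 59), and 350 on CFA6D (176 and 174), against 143 (69 and 74). These came within 1.5 times with no fold change minimum, the upregulated lncRNAs on CFA3D also without saline replicate 3, and under none of the other alternatives set before the data were examined.

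The paper counts 616 upregulated and 620 downregulated mRNAs on both days, against 282 and 177. The upregulated number came within 1.5 times with no fold change minimum and without saline replicate 3, the downregulated number under none of the alternatives set before the data were examined. For lncRNAs the paper counts 30 upregulated and 35 downregulated on both days, against 15 and 15. The first came within 1.5 times with a pseudocount of 0.01, with no fold change minimum and without saline replicate 1, 2 or 3 or CFA3D replicate 1 or 2. The other did so with no fold change minimum and without saline replicate 2. The remaining alternatives set before the data were examined closed neither gap.

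Most values printed for genes in the paper's text lie near those of single transcripts on the scale of log2(approximate reads + 1). That scale, and the transcripts nearest to the paper, were chosen after seeing the values. The paper prints these values as times, and they are set beside log2 fold changes here, because of the 26 for genes of Supplementary Table 3, 23 lay within 0.1 in size of that table's value. On the log2 scale the gene sums gave other values, and none of the 12 alternatives set before the data were examined closed any of these gaps. Read as plain folds, a reading chosen after seeing the values, 5 of the 30 gene sums came within 1.5 times the paper's value in the same direction, and 1 of these, Nos1 on CFA6D, within 1 SD. The 5 were Bdnf on CFA3D (a fold of 1.72 against the paper's 1.2 and 2), Nos1 on CFA6D (1.11 against 1.1), Snhg14 on CFA3D (a decrease of 1.06 times against 1.58) and Gas5 on CFA6D (a decrease of 1.09 times against 1.4). The values that follow are on the log2 scale. For increases, the paper gives 1.2 and 3.8 for Bdnf on CFA3D and CFA6D, where the gene sum changed by 0.78 and 0.42 and the nearest transcripts by 1.25 and 3.82. In other places the paper gives 2 for Bdnf on CFA3D, and the nearest transcript changed by 2.05. The paper's values, gene sums and nearest transcripts were 5.4 and 8.2, 0.076 and 0.22, 5.43 and 8.14 for Madd. They were 2 and 1.1, -0.062 and 0.15, 2.32 and 1.10 for Nos1. For Dnmt1 the paper gives 3 and 6.4, the gene sum -0.073 and 0.25, the transcript 2.96 and 6.46. For Il10ra these were 5.3 and 2.4, 0.37 and 0.30, 5.36 and 2.43. Nf1 had 3.4 and 1.9 in the paper, -0.0034 and 0.081 as a gene sum and 3.55 and 2.03 in the transcript. Slc2a1 had 3.2 and 1.8, 0.30 and -0.024, 3.22 and 1.82. Gtf2ird1 had 3.0 and 4.1, -0.086 and -0.10, 2.97 and 4.15. Nsd1 had 2.8 and 6.3, 0.054 and -0.0020, 2.76 and 6.24.

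For decreases, a size is given as positive and a rise as negative. The paper gives 6.2 and 6.2 for Irak1 on CFA3D and CFA6D, the gene sum -0.0054 and 0.10, and the transcript nearest in size rose by 6.24 and 6.18. For Wwox the paper gives 2.1 and 1.6, the gene sum -0.14 and -0.24, and the transcripts nearest in size rose by 2.18 and 1.69. For Scn8a the paper gives 6 and 5, the gene sum -0.072 and -0.31, and transcripts fell by 6.00 and 4.57. The paper gives 3.5 for Oprm1 on CFA3D, the gene sum -0.10, and a transcript fell by 3.47. Gas5 had 1.8 and 1.4 in the paper, 0.093 and 0.12 in the summed transcripts, and single transcripts fell by 1.82 and 1.38. Snhg14 had a decrease of 1.58 in the paper on CFA3D and 0.080 here, with 1.57 in a transcript, and an increase of 1.6 on CFA6D and 0.066 here, with 1.70 in a transcript.

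In direction, the paper reports Irak1 and Wwox as decreased in one place, while its Supplementary Table 3 lists both as increased. Their gene sums changed by 0.0054 and 0.14 on CFA3D. It states that Snhg14 and Gas5 rose on both days, and the Gas5 sum changed by -0.093 and -0.12. For Bdnf on CFA3D the paper prints different sizes in different places. Scn8a is given as decreased on both days, and its gene sum changed by 0.072 and 0.31. Prkar1b, given as decreased, changed by 0.10 and 0.21, and Sgk3, given as reduced, by 0.0090 (-0.068 without CFA3D replicate 2) and 0.15. Nos1 and Oprm1 went against the paper on CFA3D, with -0.062 and 0.10, but neither sign held in every fit. Nos1 turned to 0.20 without CFA3D replicate 2 and to 0.0021 with a pseudocount of 1, and Oprm1 to -0.041 without saline replicate 3. On CFA3D, Irak1 turned to -0.094 without saline replicate 2, Gas5 to 0.0030 without saline replicate 3 and Scn8a to -0.019 without CFA3D replicate 3. Of the 10 genes listed as upregulated with Sbf1, Itgam changed by -0.13 and -0.24, and Irak1, Ciita and Col7a1 were also lower on CFA6D. The Itgam values turned to 0.20 without CFA3D replicate 3 and 0.49 without CFA6D replicate 5, and Ciita and Col7a1 turned to 0.020 without CFA6D replicate 5 and 0.12 without CFA6D replicate 4. Of the 10 listed as downregulated, Tnip1 changed by 0.14 and 0.31 and Alg13 by 0.11 and 0.10. Tnip1 was at -0.022 on CFA3D without saline replicate 2, and Alg13 at -0.017 without CFA3D replicate 2 and -0.0015 without CFA6D replicate 6.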

Other observations

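The tests of muscle RNA and of different transcripts and the comparison by classes of read pairs were chosen only after the results they bear on had been seen.

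Other splits of the same libraries gave as many calls as the real ones in several comparisons. For mRNA transcripts this held for 7 of 10 splits on CFA3D and 3 of 10 on CFA6D, for lncRNA transcripts for 10 and 3 of 10, and for gene sums for 5 and 6 of 10. With 10 splits no share can fall under 0.1, so an effect of CFA and a split at random cannot be told apart from these counts. When both CFA days were set against saline as 2 groups, 21 of the 84 splits into 3 and 6 libraries gave as many as 1251 calls. As many shared mRNA calls as the 459 found came from 11 of 100 random assignments of the libraries to 3 groups, and as many shared lncRNA calls as 30 from 44 of 100. For Supplementary Table 3, 1 of 10 splits gave as many genes with the paper's sign on each day, the real one, which is the smallest share possible, and the study chose these genes on the same libraries.

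Most called transcripts had a gene sum that did not move. Too few reads on the transcript stays open as the source. The median was 25.7 read pairs in the CFA3D libraries for the 99 transcripts listed at 0 in all saline libraries and called higher on CFA3D, with 3.03 in the lowest library, but the call itself selects such transcripts for their reads. In 5 classes of equal size by mean read pairs, the share called on CFA3D fell from 3.14% in the lowest to 1.24% in the highest, and in the highest 147 of 159 called transcripts had a gene sum changed by less than 0.5. Reads moved between the transcripts of a gene by the quantification, unrelated to the groups, stay open. In the count made, the saline libraries had 1 transcript listed at 0 in them alone, and 33 of the 84 trios of libraries had as many, between 0 and 3. The count does not take in every transcript listed. The Sbf1 transcript and that of Gm3455, a lncRNA with a mean under 0.1 FPKM, were both at 0 in the saline libraries alone. This explanation cannot be decided by the count because so few transcripts enter. More transcripts were called higher than lower on CFA6D (57.3%). Lower depth of saline replicates 1 and 2 is argued against as the source, since the share was 60.2% at a mean of at least 1 FPKM.

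The skeletal muscle list was lower on CFA3D (median -2.64, adjusted p = 1.79e-14 in limma) and CFA6D (-1.73, adjusted p = 0.000292 in limma). A candidate explanation is muscle RNA in saline replicates 1 and 2. In these the list median log2 level was 2.03 and 4.04, and in saline replicate 3 it was -0.77. Acta1 was at 17.5, 60.5 and 1.63 FPKM and Ckm at 4.75, 19.3 and 0.553 FPKM in the saline libraries. CFA6D replicate 6 stood at 3.02. Without saline replicate 2 the medians were -1.33 and -0.36. An effect of CFA stays open, as untested.

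Values of the paper on the 2 days for the same gene might come from different transcripts. In Supplementary Table 3, 43 genes had day 3 and day 6 values within 0.1 of 2 different transcripts of the gene, against a median of 1.5 and at most 5 with the values of other genes in their place.

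The remaining lists gave these medians on CFA3D and CFA6D. Blood was at -0.59 (adjusted p = 0.00014 in limma) and -0.44, and without saline replicate 2 at -0.21 and -0.06. Nociceptor genes were at 0.28 (adjusted p = 2.31e-05 in limma) and 0.19 (adjusted p = 0.00355 in limma; 0.08 without CFA6D replicate 4). Satellite glia were at 0.07 and -0.26 (adjusted p = 0.00565 in limma; -0.07 without CFA6D replicate 4), Schwann cells at 0.04 and -0.04, fibroblasts and meninges at 0.12 and 0.03, nerve injury at -0.02 and 0.09, and hypothalamus and posterior pituitary, with 3 of 6 genes tested, at 0.67 (-0.05 without CFA3D replicate 2) and 1.29 (0.16 without CFA6D replicate 5). Leaving out a library also turned the sign for fibroblasts and meninges (-0.12 without CFA3D replicate 2, -0.15 without CFA6D replicate 6), nerve injury (0.15 without CFA3D replicate 1, -0.07 without CFA6D replicate 6), Schwann cells (-0.02 without saline replicate 3 on CFA3D, 0.23 without CFA6D replicate 6 on CFA6D) and, on CFA3D, satellite glia (-0.03 without saline replicate 2). Neutrophil genes were at -0.72 on CFA3D (adjusted p = 0.00328 in limma; -0.27 without saline replicate 1). The circadian list was at -0.05 on CFA3D (0.11 without CFA3D replicate 3).

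In CFA6D replicate 4, the lncRNA table summed to 70257.4 FPKM, of which 1 predicted transcript made up 88.4%. The other libraries summed to between 8151.4 and 8911.1 FPKM. No explanation was tested.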
